# Examination of the genetic basis for sexual dimorphism in the *Aedes aegypti* (dengue vector mosquito) pupal brain

**DOI:** 10.1186/s13293-014-0010-x

**Published:** 2014-10-21

**Authors:** Michael Tomchaney, Keshava Mysore, Longhua Sun, Ping Li, Scott J Emrich, David W Severson, Molly Duman-Scheel

**Keywords:** Aedes aegypti, Mosquito, Vector, Pupae, Brain, Nervous system, Dimorphism, Doublesex, Development, Optic lobe

## Abstract

**Background:**

Most animal species exhibit sexually dimorphic behaviors, many of which are linked to reproduction. A number of these behaviors, including blood feeding in female mosquitoes, contribute to the global spread of vector-borne illnesses. However, knowledge concerning the genetic basis of sexually dimorphic traits is limited in any organism, including mosquitoes, especially with respect to differences in the developing nervous system.

**Methods:**

Custom microarrays were used to examine global differences in female vs. male gene expression in the developing pupal head of the dengue vector mosquito, *Aedes aegypti.* The spatial expression patterns of a subset of differentially expressed transcripts were examined in the developing female vs. male pupal brain through *in situ* hybridization experiments. Small interfering RNA (siRNA)-mediated knockdown studies were used to assess the putative role of Doublesex, a terminal component of the sex determination pathway, in the regulation of sex-specific gene expression observed in the developing pupal brain.

**Results:**

Transcripts (2,527), many of which were linked to proteolysis, the proteasome, metabolism, catabolic, and biosynthetic processes, ion transport, cell growth, and proliferation, were found to be differentially expressed in *A. aegypti* female vs. male pupal heads. Analysis of the spatial expression patterns for a subset of dimorphically expressed genes in the pupal brain validated the data set and also facilitated the identification of brain regions with dimorphic gene expression. In many cases, dimorphic gene expression localized to the optic lobe. Sex-specific differences in gene expression were also detected in the antennal lobe and mushroom body. siRNA-mediated gene targeting experiments demonstrated that Doublesex, a transcription factor with consensus binding sites located adjacent to many dimorphically expressed transcripts that function in neural development, is required for regulation of sex-specific gene expression in the developing *A. aegypti* brain.

**Conclusions:**

These studies revealed sex-specific gene expression profiles in the developing *A. aegypti* pupal head and identified Doublesex as a key regulator of sexually dimorphic gene expression during mosquito neural development.

## 1 Background

Vector mosquitoes inflict more human suffering than any other organism*—*and kill more than one million people each year. *Aedes aegypti* is the primary vector for dengue, the most widespread and significant arboviral disease in the world. Dengue is presently a threat to >2.5 billion people in the tropics with a yearly incidence of approximately 50 million cases resulting in approximately 22,000 deaths annually worldwide. The *A. aegypti* genome project [1] greatly facilitated efforts to study the biology of this mosquito, but the genetic regulation of mosquito developmental biology is still poorly understood. Our laboratory has begun to address this need by pursuing functional developmental genetic studies in *A. aegypti*[2]-[8]. Here, we examine the genetic basis of sexual dimorphism during *A. aegypti* development.

Most animal species exhibit sexually dimorphic behaviors, many of which are linked to sexual reproduction [9]. Mosquitoes, which display innate sexually dimorphic behaviors that contribute to the spread of human disease, are excellent subjects for studies that explore the biological basis of sexual dimorphism. For example, only female adult mosquitoes, which require a blood meal for reproduction, bite humans and transmit disease. If identified, the genes which regulate the development of adult female blood feeding behavior could represent novel targets for vector control. To date, the analysis of mosquito sexual dimorphism has primarily focused on understanding differences between adult female and male mosquitoes, particularly with respect to sex-specific behaviors related to disease transmission (for example [10]). However, sexually dimorphic phenotypes, including behaviors, are the products of differential gene expression that initiates during development and therefore must also be studied during development. We presently lack knowledge concerning which genes regulate the development of sexually dimorphic traits in mosquitoes.

Our extremely limited knowledge of the developmental genetic basis for sexual dimorphism in insects is largely restricted to *Drosophila melanogaster*, a genetically tractable*—*albeit highly derived*—*dipteran insect that exhibits innate sexually dimorphic behaviors. The genetic tractability of the *Drosophila* system has facilitated analysis of the developmental genetic basis for sexual dimorphism in this species. The *Drosophila doublesex* (*dsx*) gene encodes a terminal transcription factor in the sex determination pathway (reviewed by [11],[12]). The pre-mRNAs of *dsx* are sex-specifically spliced [13],[14], giving rise to male (DsxM) and female (DsxF) proteins. Male and female Dsx splice variants have a common DNA-binding domain, but distinct C termini that differentially direct sex-specific gene expression (reviewed by [11],[12]). Although research has begun to elucidate the genetic basis of sexually dimorphic development in *Drosophila*, more work is necessary not only in *Drosophila*, but also in non-model insects, including disease vector mosquitoes. Moreover, our detection of numerous differences between mosquito and *Drosophila* development underscores the importance of analyzing *dsx* gene function directly in mosquito species of interest [3]-[5],[15].

Male and female splice variants of the *dsx* gene have been detected in *A. aegypti*[16]. Although these sex-specific *dsx* splice forms are believed to differentially regulate target gene transcription and sex-specific development in males and females, this hypothesis has yet to be functionally tested in mosquitoes. Unfortunately, exploration of the roles of *dsx* and the developmental genetic basis for sexual dimorphism in mosquitoes has been hampered by a lack of methodology to pursue functional genetic studies during mosquito development. Here, we examine differences in gene expression in the developing *A. aegypti* pupal brain. We then use small interfering RNA (siRNA)-mediated gene targeting to demonstrate that Dsx regulates dimorphic gene expression in the developing *A. aegypti* central nervous system.

## 2 Methods

### 2.1 Animal rearing

The *A. aegypti* Liverpool-IB12 (LVP-IB12) strain, from which the current genome sequence [1] was generated, was used in these studies. These mosquitoes were reared as described [17], except that an artificial membrane blood feeding system was employed. Mosquitoes were maintained in an insectary at 26°C, approximately 80% humidity, under a 12-h light and 12-h dark cycle with 1-h crepuscular periods at the beginning and end of each light cycle. Mosquito larvae were fed a suspension of dried beef liver powder, while adults were provided cotton soaked with 10% sugar solution.

### 2.2 Microarray experiments

Tissues for the microarray studies were prepared as follows: age-matched (±15 min) male and female pupae were raised to 24 h after puparium formation (APF) and sexed on the basis of differing tail morphology as previously described [18]. Although our own primary interest is the pupal brain, dimorphic gene expression was assessed in male vs. female head tissue since removal of the head (as opposed to the more time-consuming dissection of the brain) can be performed quickly and promotes minimization of temporal changes in gene expression between males and females or among replicate experiments. Twenty male and female heads were microdissected for each of four replicates during daylight hours at roughly the same time of day (approximately 11 a.m.) so that circadian-related changes in gene expression would not be a confounding factor. Following dissection, head tissue was immediately stored in RNAlater (Ambion, Austin, TX, USA).

For each of four replicates, RNA extraction was performed with the RNeasy Mini Kit (Qiagen, Valencia, CA, USA) according to the manufacturer's instructions. Total RNA was quantified spectrophotometrically, and RNA quality was assessed using an Agilent 2100 Bioanalyzer (Santa Clara, CA, USA). Both the quantity and quality of the RNA preps were deemed to be suitable. RNA samples were then submitted to the Notre Dame Genomics and Bioinformatics Core Facility (Notre Dame, IN, USA), which performed hybridization experiments using the *A. aegypti* 12-plex microarray design: 090305_Aedes_aegypti_TEfam_expr.ndf (Gene Expression Omnibus platform GPL18530) developed by Susanta K. Behura and David W. Severson in conjunction with Roche NimbleGen. On this microarray, 16,581 genes/ORFs are represented. Each gene/ORF is represented by 1 to 3 unique 60-mer probe sequences that are synthesized in triplicate on the microarray (effectively 3 to 9 probes per gene). RNA labeling and hybridization experiments were performed according to the manufacturer's instructions. Four unique replicates (male 1, 2, 3, 4 and female 1, 2, 3, 4) and two repeat replicates (male 5, which is a repeat hybridization of male 1; male 6, a repeat hybridization of male 4; female 5, a repeat hybridization of female 1; female 6, a repeat hybridization of female 2) were assessed in the hybridization experiment. Microarrays were scanned using a NimbleGen MS 200 Microarray Scanner (Roche NimbleGen, Madison, WI, USA). Data were extracted and analyzed using NimbleScan Version 2.5 software (Roche NimbleGen). Microarray data pre-processing and normalization were performed using the Bioconductor packages in R Version 3.0.1. Raw gene expression data were log2-transformed and normalized using the quantile normalization method [19]. The Student's *t* test was used for analysis of statistical significance. Raw *p* values were adjusted using the Bonferroni procedure for control of false discovery rate. Microarray data were evaluated with DAVID [20] and GenMAPP2 [21] to identify GO terms and KEGG pathways (Koyota Encyclopedia of Genes and Genomes). Data were deposited at Gene Expression Omnibus (accession number GSE56521).

### 2.3 Whole mount *in situ* hybridization

*In situ* hybridization was performed as described [22] on male vs. female pupal brain tissue prepared as discussed in [6],[8],[23]. Riboprobes were synthesized per the Patel [24] protocol to the following genes: *arrow* (*VB:AAEL009806*), *caspase 7* (*VB:AAEL012143*), *cyclin-dependent kinase 4/6* (*cdk4/6; VB:AAEL001407*), *cubitus interruptus* (*ci; VB:AAEL012039*), *dsx* (*VB:AAEL009114*), *geko* (*VB:AAEL006310*), *odorant binding protein 10* (*obp10; VB:AAEL007603*), *odorant binding protein 13* (*obp13; VB:AAEL002591*), *p53* (*VB:AAEL007594*), *rab6* (*VB:AAEL006091*), *synaptojanin* (*synj; VB:AAEL011417*), and *takeout* (*VB:AAEL011966*)*.* These gene numbers correspond to Vectorbase (VB) [25], which was also the source for all orthology assignments in this study. Based on information provided in Salvemini et al. [16], probes corresponding to the following *dsx* exons were synthesized: (i) exon 2, which is common to both the male and female splice forms, (ii) exon 5a, which is female-specific, and (iii) exons 4 combined with 6, which are spliced together in males, but separated by exons 5a/b in females.

At least 25 tissue specimens from each sex were used in each *in situ* hybridization reaction, and experiments were replicated minimally three times. In addition to confirming dimorphic gene expression at 24 h APF, which corresponds to the time in which the pupal brains were gathered for microarray analyses, dimorphic gene expression was also verified at both 22 and 26 h APF. This allowed for confirmation that the dimorphic expression observed was not simply a result of slight age differences between male and female pupae. As discussed above, such differences were experimentally minimized through use of narrow 30-min animal collection windows. Sense riboprobes served as controls in all hybridization experiments, which routinely yielded unlabeled brains. Following processing, colorimetrically stained tissues were mounted and analyzed using a Zeiss Axioimager equipped with a Spot Flex camera (Oberkochen*,* Germany). Images were processed with Adobe Photoshop software. Double labeling experiments were performed with gene-specific probes in conjunction with anti-HRP (Jackson Immunoresearch, West Grove, PA, USA) detected with goat anti-rabbit FITC (Jackson Immunoresearch) as described [22]. Imaging of these specimens was performed with a Zeiss 710 confocal microscope using Zen software, and scanned images were analyzed using FIJI and Adobe Photoshop software.

For *in situ* hybridization experiments on sectioned brain tissues, paraffin embedding and sectioning was performed generally as described in [26]. Blocks were mounted and sectioned at 12 μm thickness on a Leica RM2155 Rotary Microtome (Leica Microsystems GmbH, Nussloch, Germany). Following deparaffinization, which was performed as described in the Abcam IHC-Paraffin Protocol (IHC-P), slides were placed in LockMailer Microscope Slide Jars (Simport Scientific, Beloeil, QC, USA), rehydrated, and then processed as described above.

### 2.4 Immunohistochemical staining

Immunohistochemical staining was performed as described earlier [6],[23],[27]. Rat anti-DN-cadherin developed by T. Uemura was obtained from the Developmental Studies Hybridoma Bank, which was created by the NICHD-NIH and is maintained at the University of Iowa, and was used at a concentration of 1:50 to visualize neuropile domains in the *A. aegypti* brain. Alexa Fluor 568 goat anti-rat IgG secondary antibody (Life Technologies) was used at a concentration of 1:200. Nuclear counterstaining was performed with TOTO-3 iodide (Molecular Probes, Grand Island, NY, USA). Double labeling immunohistochemical experiments combined with *in situ* hybridization were performed with gene-specific probes in conjunction with anti-HRP (Jackson Immunoresearch) detected with goat anti-rabbit FITC (Jackson Immunoresearch) as described in Haugen et al. [22]. Imaging of fluorescently stained specimens was performed with a Zeiss 710 confocal microscope using Zen software, and scanned images were analyzed using FIJI and Adobe Photoshop software.

### 2.5 Analysis of Dsx consensus binding sites

*A. aegypti* scaffold locations that differ by no more than one mismatch to the Dsx binding site consensus GCAACAATGTTGC [28] were identified using a custom Perl script, which is available at https://bitbucket.org/NDBL/bindingsearch/. First, the consensus and all 13-mers that differ at a single base (3 alternative bases × 13 total positions = 39 alternative 13-mers) were placed into a hash data structure. Next, each 13-mer in the *A. aegypti* genome was checked against the hash to quickly determine valid locations. Genes in which the consensus sites resided, as well as open reading frames located within 10,000 kB upstream or downstream of the consensus sites, were identified using the gene browser tool in Vectorbase [25]. GO terms associated with these genes were identified with DAVID [20].

### 2.6 RNAi knockdown experiments

Knockdown of *dsx* was performed with two different siRNA duplexes, *dsx KD A* and *dsx KD B*, both of which were designed to target the male and female *dsx* splice forms. The two siRNAs correspond to different target sequences in exon 2, which is common to both the male and female *dsx* splice variants. The sequences of the siRNA duplexes are as follows: *dsx KD A:* 5′AGAGAUGAUCCAUAAUUCUCAGCAG3′/5′UUUCUCUACUAGGUAUUAAGAGUCGUC3′ and *dsx KD B:* 5′CAGGAACAGACGACGAACUUGUCAA3′/5′GAGUCCUUGUCUGCUGCUUGAACAGUU3′. These siRNAs were designed using Integrated DNA Technology (IDT) software and chemically synthesized by IDT. The siRNAs were confirmed through Blast searches to have no significant homology to *A. aegypti* genes other than *dsx.* All phenotypes were confirmed following knockdown with both *dsx KD A and dsx KD B*, suggesting that none of the phenotypes reported here were the result of off-site targeting by either siRNA. A scrambled version of *dsx KD B*, an siRNA duplex lacking significant sequence homology to any genes in the *A. aegypti* genome, was used in control experiments: 5′ACAGUACCAGUGGACACAUACGG 3′/5′AUAGCCACAGACAUGAGCGGCAU3′. None of the phenotypes reported were observed in control-injected animals, which resembled wild-type animals.

siRNAs were delivered using a modification of our embryo microinjection protocol [29] and the Blitzer et al. [30] larval injection protocol. In summary, age-synchronized freshly emerged pupae were anesthetized in ice water for 5 min prior to injection and placed on dry filter paper. Animals were injected with control or KD siRNAs vertical to the body axis in the thoracic region. Following injection, pupae were placed in water and maintained through 24 h APF. Fifty individuals were injected per treatment for each replicate, and experiments to confirm each phenotype reported here were repeated in triplicate. Knockdown was verified through *in situ* hybridization according to the protocol described above and through use of riboprobes corresponding to the common, male-specific, and female-specific splice forms (see above).

## 3 Results

### 3.1 Detection of global gene expression differences in the pupal head

A cDNA microarray experiment was conducted to profile and compare pupal head transcript expression in female vs. male *A. aegypti* pupae. Head tissues from 24 h pupae were selected for these studies, as our recent work has identified this time point, which follows pupal histolysis, to be a critical period for nervous system development [6],[8],[23]. 

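Total RNA was prepared from pools of 20 heads of male or female pupae at 24 h APF, with 4 replicates of each sex, and each preparation was hybridized on its own to a 1-colour NimbleGen oligonucleotide array that carries probes for *A. aegypti* transcripts and for transposable elements. RNA of 2 male and 2 female replicates was hybridized again, which gave 12 arrays in all, 6 of each sex. The authors extracted the intensities with NimbleScan software, took log2 and applied quantile normalization, and the deposited table holds the normalized log2 intensities of the 12 arrays. It holds 11243 transcripts of 10688 genes and 57 transposable element sequences, and the paper's text does not say how the represented genes/ORFs were reduced to these rows. The sorted values of all 12 arrays are the same to within 0.0005, with a median of 11.44 and a range from 5.17 to 15.22, so no difference in total signal between the arrays is left in the table. Values from the probes outside the table, a background signal and the summary of probes into rows are not given, and the precision is limited by the number of arrays.

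The values given with the results below come from the 8 first hybridizations, 4 of each sex, because a second hybridization of the same RNA is not a further replicate. A linear model with the sex as its only term was fitted to all rows with limma, and a transcript was counted as a DET when its p, adjusted over all rows by the Bonferroni procedure that the methods name, was under 0.05. Log2 fold changes are male minus female, so that negative values mark transcripts upregulated in females. Means are given with the SD between replicates and log2 fold changes with the standard error of the model.

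The repeat hybridizations were compared with the first hybridizations of their sex by the SD of the log2 difference over all rows. Male 6 and female 5 differed least from the replicates that the methods name for them, male 4 (SD 0.0696) and female 1 (SD 0.0984). Male 5, which the methods name as a repeat of male 1, differed from male 1 with an SD of 0.398 and from male 2 with an SD of 0.0652. Female 6, named as a repeat of female 2, differed from female 2 with an SD of 0.275 and from female 3 with an SD of 0.0852. Among the first hybridizations, the 12 pairs of arrays of one sex differed with SDs from 0.225 to 0.439.

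**Figure D1:**
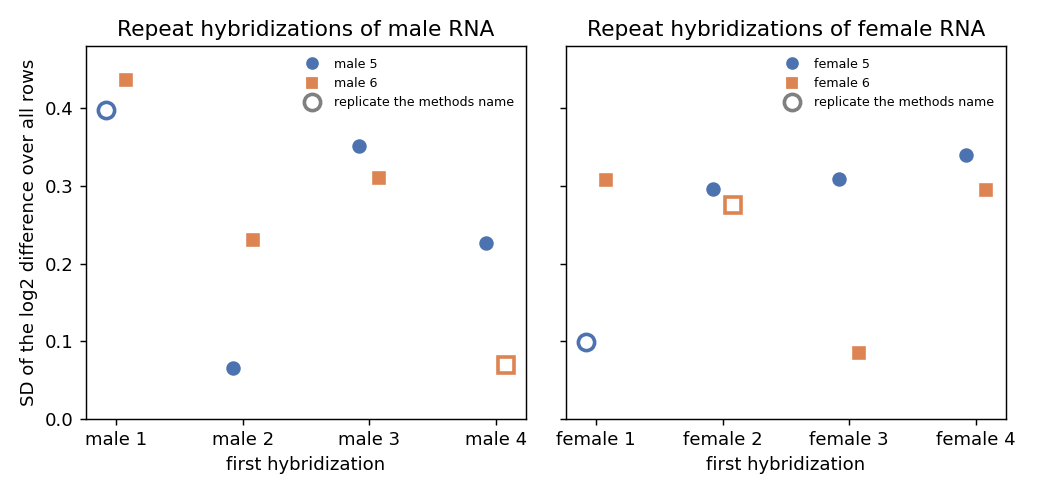
Distance of each repeat hybridization (male 5 and male 6, left; female 5 and female 6, right) from the 4 first hybridizations of its sex (x axis), as the SD of the log2 difference over all rows (y axis, log2 units). Open symbols mark the replicate that the methods name; male 5 and female 6 lie at 0.0652 and 0.0852 from another replicate.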

Microarray analysis of 16,581 genes/ORFs revealed differential gene expression among a number of transcripts in the male vs. female pupal head transcriptome. 

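With limma and the Bonferroni adjustment, 884 sequences in the table were DETs between male and female pupal heads, 472 upregulated in males and 412 upregulated in females. Of those upregulated in males, 3 were transposable element sequences, and all other DETs were transcripts of 855 of the 10688 genes in the table (8%). For 6047 of all sequences (53.5%), the 4 arrays of one sex all lay above the 4 of the other, where chance gives 2.86%. The count moved most without an adjustment for the number of tests, when 7069 had a p under 0.05.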

The dimorphism microarray experiment uncovered 2,527 significant differentially expressed transcripts (DETs) (Additional file 1). A volcano plot comparing significance vs. fold change for these data is displayed in Figure 1. One hundred eighty-nine DETs were found to be significantly upregulated in males (*p* < 0.05) with a log2 fold change greater than 2.0, while 201 DETs were significantly upregulated in females (*p* < 0.05) with a log2 fold change greater than 2.0.

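Of the DETs by limma with the Bonferroni adjustment, 102 had a log2 fold change over 2 in males and 121 in females. Among the DETs whose arrays did not overlap between the sexes, AAEL011033-RA and AAEL009683-RA were the most upregulated in females. The first had a log2 intensity of 7.66 ± 0.41 (SD, n = 4) in male and 13.84 ± 0.15 (SD, n = 4) in female heads, a log2 fold change of -6.18 (standard error 0.19, limma adjusted p = 1.25e-05). For AAEL009683-RA the log2 fold change was -5.61 (standard error 0.34, limma adjusted p = 0.00241), from 7.83 ± 0.77 (SD, n = 4) in males and 13.43 ± 0.16 (SD, n = 4) in females. The largest log2 fold changes in males were 5.00 for AAEL008754-RA (standard error 0.37, limma adjusted p = 0.0107) and 4.90 for AAEL010134-RA (standard error 0.28, limma adjusted p = 0.00153). AAEL008754-RA had a log2 intensity of 14.39 ± 0.14 (SD, n = 4) in male and 9.39 ± 0.84 (SD, n = 4) in female heads, and AAEL010134-RA of 13.03 ± 0.40 (SD, n = 4) and 8.14 ± 0.51 (SD, n = 4). Of these 4 transcripts, AAEL008754-RA passed the Bonferroni threshold with all 8 arrays and without female 2, but not without any 1 of the other arrays, and its log2 fold change stayed between 4.80 and 5.41.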

**Figure 1:**
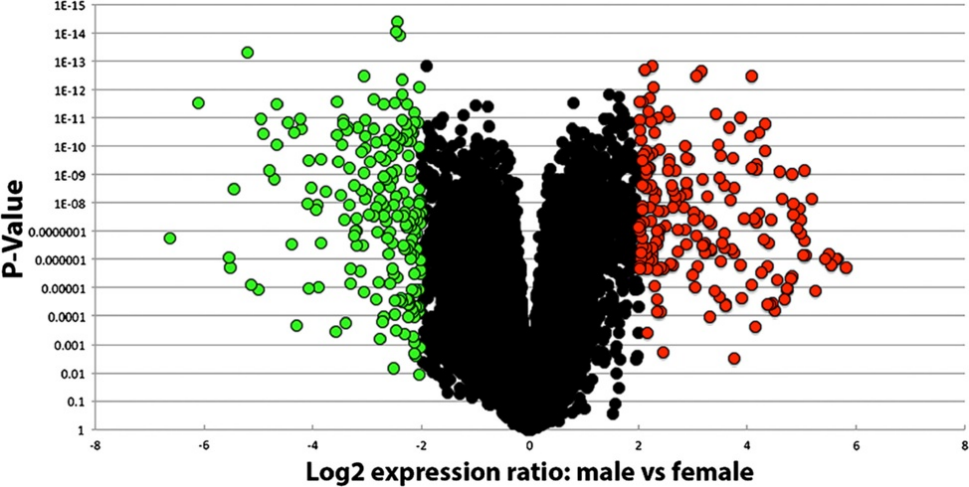
**Sex-biased gene expression in the pupal head.** A volcano plot comparing significance vs. fold change for male vs. female 24 h pupal head transcriptome data is shown. The red dots denote 189 genes that were found to be significantly upregulated in males (*p* < 0.05) with a log2 fold change greater than 2. Green dots represent the 201 genes that were found to be significantly upregulated in females (*p* < 0.05) with a log2 fold change greater than 2. Black dots represent genes with a log2 fold change less than 2.

Microarray data were evaluated with DAVID [20] and GenMAPP [21] to identify gene ontology terms and KEGG pathways significantly associated with sex-specific DETs. Significantly upregulated DETs in the female pupal head are primarily linked to the proteolytic, metabolic, catabolic, protein dephosphorylation, homeostatic, cell cycle, and microtubule-based movement GO terms (Figure 2A, Table 1). A large number of the DETs significantly upregulated in females are related to proteolysis (Figure 2A), with many of the transcripts encoding serine proteases (Table 2). 

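Of the 59 proteolysis genes in Table 2, 58 have a row in the deposited values, and all 58 were higher in females, with no overlap between the 4 male and the 4 female arrays. By limma, 39 of them were DETs after the Bonferroni adjustment over all rows, and 58 had a Benjamini-Hochberg adjusted p under 0.05, both over all rows and adjusted over the list alone. The study picked the list on these arrays, so the second count is not independent evidence. The median difference in favour of females was 1.83 on the log2 scale, with a range from 0.96 to 3.40, or a linear fold of 3.55 with a range from 1.94 to 10.5. The number of DETs was 24 when the methods' t-test was applied to the 8 arrays or the replicate numbers were used as a block, and 58 when the methods' t-test was applied to the 12 arrays. The largest difference was that of CLIPD6 (AAEL002124-RA), a Clip-domain serine protease, with 8.53 ± 0.44 (SD, n = 4) in male and 11.93 ± 0.26 (SD, n = 4) in female heads (standard error of the difference 0.23, limma adjusted p = 0.00453). The smallest was that of the serine protease AAEL002600-RA, with 11.73 ± 0.24 (SD, n = 4) in males and 12.69 ± 0.04 (SD, n = 4) in females. It was not a DET after the Bonferroni adjustment (limma adjusted p = 0.283), and its Benjamini-Hochberg adjusted p was 1.86e-04. Of the genes whose description in Table 2 names a serine protease or a trypsin, 46 in number, 30 were DETs after the Bonferroni adjustment. Table 2 also lists *hedgehog* (AAEL006708-RA), which had 10.06 ± 0.27 (SD, n = 4) in male and 11.32 ± 0.11 (SD, n = 4) in female heads, a log2 fold change of -1.26 (standard error 0.13, limma adjusted p = 0.150 by Bonferroni and 1.22e-04 by Benjamini-Hochberg).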

KEGG pathway analysis of DETs significantly upregulated in female pupal heads identified the proteasome, glycosphingolipid biosynthesis, glycosaminoglycan, and other glycan degradation, as well as glycine/serine/threonine metabolism as significant pathways (Figure 3).

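The lists of Additional file 3 for these female pathways hold 25 genes, all with a row in the deposited values and all higher in females. By limma, 6 were DETs after the Bonferroni adjustment over all rows. All 25 had a Benjamini-Hochberg adjusted p under 0.05 over all rows and also when adjusted over the list alone, which is not independent evidence, since the study chose the lists on these arrays. Glycosphingolipid biosynthesis had 4 genes with 3 DETs and a median of 0.90 toward females on the log2 scale. For glycosaminoglycan degradation it was 5 genes with 3 DETs and a median of 0.68, and for other glycan degradation 5 genes with 3 DETs and a median of 0.86. Of the 5 genes of glycine, serine and threonine metabolism, 3 were DETs, and the median was 1.06. None of the 14 proteasome genes was a DET by limma with the Bonferroni adjustment, while all 14 had an unadjusted p under 0.05. Genes shared between the lists count in each of them. The total of 6 moved most with the methods' t-test, which called 0 of the 25 genes on the 8 arrays and all 25 on the 12 arrays.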

**Figure 2:**
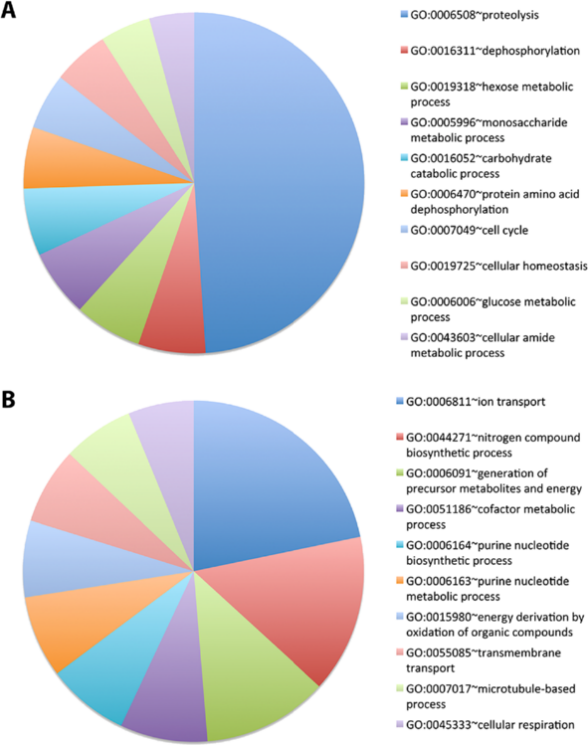
**Over-represented GO categories among sex-biased genes expressed in the pupal head.** The top ten significant GO terms (*p* < 0.05) associated with genes that were significantly (*p* < 0.05) upregulated in female **(A)** or male **(B)** 24 h pupal heads are indicated.

**Table 1:** Significantly over-represented GO categories associated with DETs upregulated in female pupal heads

**Term**	**Count**	***p*** **value**
GO:0006508—proteolysis	92	3.17E − 06
GO:0016311—dephosphorylation	12	0.002031467
GO:0019318—hexose metabolic process	12	0.009445235
GO:0005996—monosaccharide metabolic process	12	0.013314328
GO:0016052—carbohydrate catabolic process	12	0.020208459
GO:0006470—protein amino acid dephosphorylation	11	0.001514357
GO:0007049—cell cycle	10	0.002262897
GO:0019725—cellular homeostasis	10	0.033082
GO:0006006—glucose metabolic process	9	0.025805435
GO:0043603—cellular amide metabolic process	8	0.00250685
GO:0006733—oxidoreduction coenzyme metabolic process	8	0.009081419
GO:0045454—cell redox homeostasis	8	0.039387289
GO:0006098—pentose-phosphate shunt	7	6.34E − 04
GO:0006739—NADP metabolic process	7	6.34E − 04
GO:0019748—secondary metabolic process	7	0.002617106
GO:0006769—nicotinamide metabolic process	7	0.002617106
GO:0009820—alkaloid metabolic process	7	0.002617106
GO:0046496—nicotinamide nucleotide metabolic process	7	0.002617106
GO:0019362—pyridine nucleotide metabolic process	7	0.007431131
GO:0006007—glucose catabolic process	7	0.047566184
GO:0019320—hexose catabolic process	7	0.047566184
GO:0006913—nucleocytoplasmic transport	6	0.0364855
GO:0051169—nuclear transport	6	0.0364855
GO:0046700—heterocycle catabolic process	5	0.026037743
GO:000716—enzyme linked receptor protein signaling pathway	5	0.026037743
GO:0009070—serine family amino acid biosynthetic process	4	0.008178934
GO:0006564—L-serine biosynthetic process	3	0.017716355
GO:0042176—regulation of protein catabolic process	3	0.017716355
GO:0009894—regulation of catabolic process	3	0.017716355
GO:0019439—aromatic compound catabolic process	3	0.017716355

Over-represented GO categories among sex-biased genes expressed in the female 24 h pupal head are shown. The number of DETs associated with each GO term (count) and corresponding Fisher's exact test *p* values are indicated.

**Table 2:** Genes upregulated in the female pupal head are associated with proteolysis

**Gene**	**Description**	**Expression**
AAEL000028	CLIPB34 Clip-domain serine protease family B	2.5
AAEL018109	Hypothetical protein	6.0
AAEL000037	CLIPB35 Clip-domain serine protease family B	4.0
AAEL000038	CLIPB6 Clip-domain serine protease family B	4.3
AAEL000074	CLIPB1 Clip-domain serine protease family B	4.0
AAEL000224	Serine protease	2.2
AAEL001077	CLIPB45 Clip-domain serine protease family B	8.8
AAEL001084	CLIPB21 Clip-domain serine protease family B	9.4
AAEL001098	Clip-domain serine protease	3.7
AAEL002124	CLIPD6 Clip-domain serine protease family D	11.2
AAEL002126	CLIPA15 Clip-domain serine protease family A	5.3
AAEL002585	Serine protease	2.1
AAEL002590	Serine protease	2.7
AAEL002593	Serine protease	3.0
AAEL002595	Serine protease	5.0
AAEL002600	Serine protease	2.0
AAEL002629	Serine protease	5.1
AAEL002767	Conserved hypothetical protein	5.1
AAEL003243	CLIPB13A Clip-domain serine protease family B	3.1
AAEL003251	Serine protease snake	2.7
AAEL003276	Hypothetical protein	3.3
AAEL003280	CLIPB26 Clip-domain serine protease family B	3.8
AAEL003610	CLIPB9 Clip-domain serine protease family B	2.3
AAEL004518	CLIPC5A Clip-domain serine protease family C	6.0
AAEL004524	CLIPC5B Clip-domain serine protease family C	8.2
AAEL004540	CLIPC6 Clip-domain serine protease family C	3.1
AAEL004979	CLIPD2 Clip-domain serine protease family D	2.1
AAEL005064	CLIPB5 Clip-domain serine protease family B	4.4
AAEL006136	Serine protease	3.0
AAEL006151	Serine protease	3.7
AAEL006434	Serine protease	4.5
AAEL006708	Hedgehog	2.3
AAEL007107	Serine protease	2.3
AAEL007511	Serine protease	8.5
AAEL007597	CLIPC3 Clip-domain serine protease family C	2.8
AAEL007602	Trypsin	3.5
AAEL007969	Serine protease	4.5
AAEL010267	Serine protease	3.4
AAEL010270	Hypothetical protein	9.1
AAEL010780	Carboxypeptidase	3.6
AAEL010866	Serine protease	4.0
AAEL010867	Serine protease	10.8
AAEL011324	Hypothetical protein	3.0
AAEL011991	CLIPC1 Clip-domain serine protease family C	2.0
AAEL012143	CaspaseS7	3.3
AAEL012500	Ubiquitin-protein ligase	2.2
AAEL012713	CLIPC16 Clip-domain serine protease family C	2.9
AAEL012775	Serine protease	3.3
AAEL012777	Serine protease snake	3.5
AAEL012780	Trypsin	7.4
AAEL012785	CLIPB23 Clip-domain serine protease family B	4.1
AAEL012797	Serine protease	3.4
AAEL013245	CLIPB28 Clip-domain serine protease family B	10.1
AAEL013299	Serine protease	2.6
AAEL014344	Adam (a disintegrin and metalloprotease)	5.3
AAEL014567	Oviductin	10.1
AAEL015439	CLIPD7 Clip-domain serine protease family D	2.7
AAEL015527	Hypothetical protein	2.4
AAEL015533	Conserved hypothetical protein	4.1

KEGG pathway analyses indicated that proteolysis is the most represented pathway corresponding to DETs upregulated in the female pupal head. The gene numbers, descriptions, and log2 fold change with respect to males is indicated for each gene corresponding to proteolysis.

**Figure 3:**
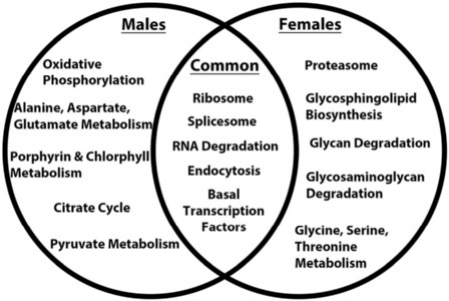
**Differential distribution of KEGG pathway genes in male vs. female pupal heads.** Pathways in which the number of significant DETs is significantly (*p* < 0.05) higher in male or female 24 h pupal heads are indicated. A number of pathways were commonly activated in females and males without statistically significant bias (common pathways). An itemized list of genes corresponding to each pathway is provided in Additional file 3.

Significant DETs upregulated in male pupal heads are significantly linked to ion transport, biosynthetic, and metabolic GO terms (Figure 2B, Table 3). 

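Table 4 lists 14 genes, which were all higher in males, without overlap between the 4 male and the 4 female arrays. By limma, 9 were DETs after the Bonferroni adjustment over all rows, and 14 had a Benjamini-Hochberg adjusted p under 0.05, over all rows as well as adjusted over the list alone, a list that the study picked on these arrays and that is therefore not independent evidence. The log2 fold changes ranged from 1.00 to 3.33 with a median of 1.24, which corresponds to a median linear fold of 2.37 and a range from 2.00 to 10.0. Descriptions in the table name a channel or a receptor for 6 genes, of which 4 were DETs, a transporter or symporter for 3 genes, of which 1 was a DET, and a hypothetical protein for 5 genes, of which 4 were DETs. With the replicate numbers as a block, 3 of the 14 were DETs. The largest difference was found for AAEL001123-RA, described as a hypothetical protein, with 11.39 ± 0.13 (SD, n = 4) in male and 8.06 ± 0.19 (SD, n = 4) in female heads (standard error of the difference 0.11, limma adjusted p = 1.42e-05). The smallest was found for *glutamate receptor 7*.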

A majority of the DETs associated with ion transport (Figure 2B), the GO term linked to the largest number of male-specific upregulated transcripts, encode ion channels (Table 4). 

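Additional file 3 lists 53 genes for oxidative phosphorylation, alanine, aspartate and glutamate metabolism, porphyrin and chlorophyll metabolism, the citrate cycle and pyruvate metabolism. All 53 were higher in males, and 11 were DETs by limma after the Bonferroni adjustment over all rows. All 53 passed the Benjamini-Hochberg adjustment, over all rows and adjusted over the list alone, which adds no independent evidence to lists chosen on these arrays. Oxidative phosphorylation was represented by 30 genes with a median log2 fold change of 0.40, between 0.22 and 0.58, of which 2 were DETs. The median was 0.75 for the 9 genes of alanine, aspartate and glutamate metabolism, with 2 DETs, and 0.59 for the 5 genes of porphyrin and chlorophyll metabolism, with 2 DETs. It was 0.30 for the 7 genes of the citrate cycle, with 1 DET, and 0.91 for the 6 genes of pyruvate metabolism, with 5 DETs. The methods' t-test on the 8 arrays called 6 of the 53 genes, and the replicate numbers as a block lowered the total to 2.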

Pathway analysis of DETs significantly upregulated in male pupal heads identified oxidative phosphorylation, alanine/aspartate/glutamate metabolism, porphyrin and chlorophyll metabolism, the citric acid cycle, and pyruvate metabolism as significant pathways (Figure 3). 

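The common lists of Additional file 3 hold 293 genes of the ribosome, the spliceosome, RNA degradation, endocytosis and the basal transcription factors. None was a DET by limma after the Bonferroni adjustment, and none by the methods' t-test on 8 or on 12 arrays. At an unadjusted p under 0.05 there were 108, and at a Benjamini-Hochberg adjusted p under 0.05 there were 90 over all rows (30.7%), 16 higher in males and 74 higher in females. Adjusted over the list alone there were 65. The share with a Benjamini-Hochberg adjusted p under 0.05 was 58.6% over all genes in the table. The study chose these lists as not differentially expressed on the same arrays. The spliceosome genes, 93 in number, had a median log2 fold change of -0.15, and 77 of them were lower in males. Camera, which tests a list against all other genes with a preset correlation of 0.01 between genes, gave a Benjamini-Hochberg adjusted p = 6.02e-04 over the 5 lists for the spliceosome and 0.0382 for RNA degradation (46 genes, median -0.13). Adjusted p values were 0.0564 for the basal transcription factors (27 genes, median -0.10), 0.263 for endocytosis (61 genes, median -0.04) and 0.749 for the ribosome (73 genes, median -0.01). With the correlation estimated from the arrays, neither of the 2 lists past the threshold stayed past it, with an adjusted p of 0.508 for each. Fry, which tests each list on its own, gave 0.00896 for the spliceosome, for RNA degradation and for endocytosis, 0.0143 for the basal transcription factors and 0.533 for the ribosome. The median of the ribosome list changed its sign with cyclic loess normalization, to 0.0032.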

Non-differentially expressed head transcripts common to both the male and female brain grouped under a number of significant pathways that were generally associated with the regulation of gene and protein expression (Figure 3).

**Table 3:** Significantly over-represented GO categories associated with DETs upregulated in male pupal heads

**Term**	**Count**	***p*** **value**
GO:0006811—ion transport	42	0.010896197
GO:0044271—nitrogen compound biosynthetic process	29	0.007748843
GO:0006091—generation of precursor metabolites and energy	23	2.70E − 04
GO:0051186—cofactor metabolic process	16	0.033341803
GO:0006164—purine nucleotide biosynthetic process	15	0.021253849
GO:0006163—purine nucleotide metabolic process	15	0.023426935
GO:0015980—energy derivation by oxidation of organic compounds	14	1.86E − 04
GO:0055085—transmembrane transport	14	0.011896142
GO:0007017—microtubule-based process	13	0.01594331
GO:0045333—cellular respiration	12	5.71E − 04
GO:0018130—heterocycle biosynthetic process	12	0.001152569
GO:0006119—oxidative phosphorylation	12	0.004475745
GO:0046394—carboxylic acid biosynthetic process	11	0.040301387
GO:0016053—organic acid biosynthetic process	11	0.040301387
GO:0007005—mitochondrion organization	9	8.07E − 07
GO:0022900—electron transport chain	9	0.003534463
GO:0016044—membrane organization	8	0.001738542
GO:0042773—ATP synthesis coupled electron transport	7	0.001700687
GO:0022904—respiratory electron transport chain	7	0.004925969
GO:0046942—carboxylic acid transport	7	0.017801566
GO:0015849—organic acid transport	7	0.017801566
GO:0009187—cyclic nucleotide metabolic process	7	0.026556712
GO:0009190—cyclic nucleotide biosynthetic process	7	0.026556712
GO:0070585—protein localization in mitochondrion	6	1.36E − 04
GO:0006626—protein targeting to mitochondrion	6	1.36E − 04
GO:0006839—mitochondrial transport	6	6.95E − 04
GO:0046068—cGMP metabolic process	6	0.005142832
GO:0006182—cGMP biosynthetic process	6	0.005142832
GO:0009064—glutamine family amino acid metabolic process	6	0.028832748
GO:0007006—mitochondrial membrane organization	5	3.74E − 04
GO:0007007—inner mitochondrial membrane organization	5	3.74E − 04
GO:0045039—protein import into mitochondrial inner membrane	5	3.74E-04
GO:0065002—intracellular protein transmembrane transport	5	0.002241034
GO:0042775—mitochondrial ATP synthesis coupled electron transport	5	0.010659342
GO:0006612—protein targeting to membrane	5	0.037429854
GO:0009084—glutamine family amino acid biosynthetic process	5	0.037429854
GO:0006561—proline biosynthetic process	4	0.03331591
GO:0033014—tetrapyrrole biosynthetic process	4	0.046519627
GO:0006560—proline metabolic process	4	0.046519627
GO:0006493—protein amino acid O-linked glycosylation	3	0.025391936
GO:0006122—mitochondrial electron transport	3	0.047602115

Over-represented GO categories among sex-biased genes expressed in the male 24 h pupal head are shown. The number of DETs associated with each GO term (count) and corresponding Fisher's exact test *p* values are indicated.

**Table 4:** Genes upregulated in male pupal heads are associated with ion transport

**Gene**	**Description**	**Expression**
AAEL001123	Hypothetical protein	10.6
AAEL001198	Sodium/solute symporter	2.3
AAEL001646	Kir3 inward-rectifying potassium channel	2.1
AAEL002299	High affinity copper transporter	2.1
AAEL004664	Hypothetical protein	2.0
AAEL004919	Hypothetical protein	3.5
AAEL005014	Transient receptor potential channel	2.0
AAEL007770	Voltage and ligand gated potassium channel	2.3
AAEL008338	Ion channel NompC	2.5
AAEL009813	Glutamate receptor 7	2.0
AAEL009856	Sodium/dicarboxylate cotransporter	3.0
AAEL011109	Hypothetical protein	3.3
AAEL011679	Ion channel NompC	2.7
AAEL015091	Hypothetical protein	3.3

KEGG pathway analyses indicated that ion transport is the most represented pathway corresponding to DETs upregulated in male pupal heads. The gene numbers, descriptions, and log2 fold change with respect to females is indicated for each ion transport-related gene.

### 3.2 Examination of the expression of DETs in the pupal brain

Whole mount *in situ* hybridization was performed to assess the expression of a subset of DETs in male vs. female pupal brains. A variety of genes were selected for these studies. Choices included genes linked to significant GO terms and pathways noted above (see further explanation in the Discussion) and genes of interest to our laboratory. Several genes were selected on their basis of their proximity to Dsx binding sites (see below). First, we performed whole mount *in situ* hybridization experiments in an effort to validate the data set. Differential gene expression was confirmed in the pupal brain for *takeout*, *ci*, *cdk4/6*, *obp10*, *arrow*, *caspase 7* (Figure 4A,B,C,D,E,F; all upregulated in females), *synj*, *geko*, *p53*, and *obp13* (Figure 4G,H,I,J; all upregulated in males). 

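The values of *takeout*, *ci*, *cdk4/6*, *obp10*, *arrow*, *caspase 7*, *synj*, *geko*, *p53* and *obp13* on the head arrays are shown in the plot of array values by gene. For each of these 10 genes, the 4 arrays of one sex lay above the 4 of the other (exact two-sided permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow, and unchanged by the Benjamini-Hochberg adjustment over the 12 genes studied by *in situ* hybridization, which include *rab6* and *dsx*). For 9 of the 10 genes the difference on the arrays had the direction that Figure 4 gives for the whole-mount brain, and *p53* was higher in female heads on all arrays. By region, the paper describes higher *cdk4/6* in the male subesophageal ganglion and higher *geko* close to the female midbrain and antennal lobe. It describes *p53* in the subesophageal ganglion of females only, and male-specific *p53* beside the antennal lobe. By limma, 4 of the 12 genes were DETs after the Bonferroni adjustment over all rows, namely *takeout*, *caspase 7*, *p53* and *obp13*. All 12 had a Benjamini-Hochberg adjusted p under 0.05, over all rows and adjusted over the list alone. The count over the list alone is not independent evidence, because the paper describes the genes it assessed as a subset of its DETs. The paper does not say that *dsx* was chosen on the arrays. With the replicate numbers as a block, 1 of the 12 was a DET.

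The log2 intensity of *takeout* (AAEL011966-RA) was 7.76 ± 0.44 (SD, n = 4) in male and 12.36 ± 0.25 (SD, n = 4) in female heads, a log2 fold change of -4.60 (standard error 0.22, limma adjusted p = 3.95e-04). *caspase 7* (AAEL012143-RA) had 9.62 ± 0.05 (SD, n = 4) in males and 11.28 ± 0.28 (SD, n = 4) in females (log2 fold change -1.66, standard error 0.13, limma adjusted p = 0.0165). In males, *obp13* (AAEL002591-RA) reached 13.61 ± 0.08 (SD, n = 4) against 10.50 ± 0.62 (SD, n = 4) in females, a log2 fold change of 3.11 (standard error 0.27, limma adjusted p = 0.0388). With each array left out in turn, the log2 fold change stayed between -1.79 and -1.57 for *caspase 7* and between 2.82 and 3.26 for *obp13*. *caspase 7* then passed the Bonferroni threshold only without female 1 or female 4, and *obp13* only without female 3. *obp10*, *arrow* and *ci* were higher in females without passing the Bonferroni threshold. *obp10* (AAEL007603-RA) had 9.68 ± 0.41 (SD, n = 4) in males and 11.28 ± 0.19 (SD, n = 4) in females, with a Benjamini-Hochberg limma adjusted p = 2.70e-04. For *arrow* (AAEL009806-RA) these were 9.83 ± 0.23 (SD, n = 4) and 11.10 ± 0.17 (SD, n = 4), with a Benjamini-Hochberg limma adjusted p = 1.07e-04, and for *ci* (AAEL012039-RA) 11.14 ± 0.25 (SD, n = 4) and 12.15 ± 0.04 (SD, n = 4), with a Benjamini-Hochberg limma adjusted p = 1.93e-04.

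**Figure D2:**
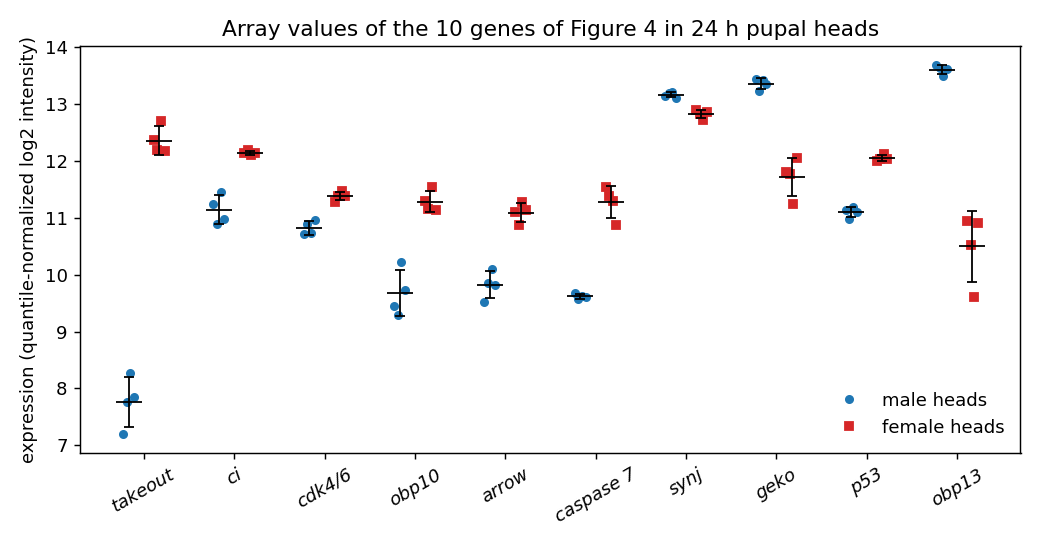
Normalized log2 intensity (y axis) of the 10 genes of Figure 4 (x axis) on the 4 male (blue circles) and the 4 female (red squares) head arrays, with the mean (long line) and the SD (error bars). The arrays of the sexes do not overlap for any of the genes, and the female arrays are the higher ones for *p53*.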

For all of these genes, the female or male sex-specific upregulation detected through *in situ* hybridization in the 24 h pupal brain (Figure 4) was in agreement with the sex-biased expression results detected in the whole head microarray experiments (Additional file 1). To be certain that the dimorphic expression observed did not result from slight age differences between female and male pupal samples, sexually dimorphic patterns of gene expression were also confirmed at both 22 and 26 h of development for all of these genes; representative data for *obp13* (Figure 5A), *caspase 7* (Figure 5B), *obp10* (Figure 5C), and *ci* (Figure 5D) are shown.

**Figure 4:**
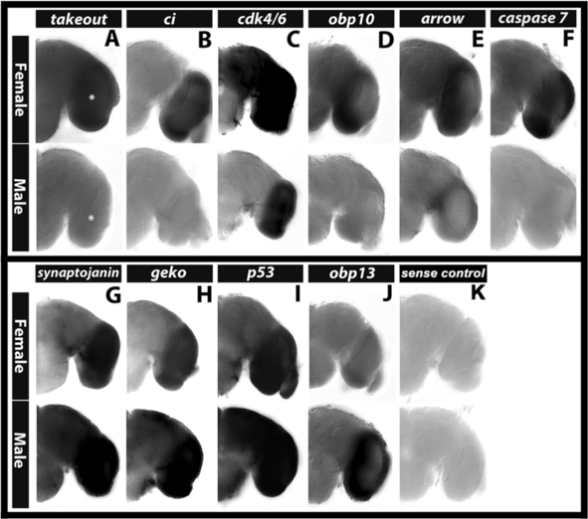
**Sex-specific expression of DETs in the*A. aegypti*pupal brain.** Differential expression of the indicated genes was confirmed in female vs. male 24 h pupal brains through whole mount *in situ* hybridization experiments. In agreement with the whole head microarray experimental data, these experiments demonstrated that *takeout*, *ci*, *cdk4/6*, *obp10*, *arrow*, and *caspase7* (top row, **A**-**F** respectively) are upregulated in the female 24 h pupal brain, while *synj*, *geko*, *p53*, and *obp13* are upregulated in the male 24 h pupal brain (**G**-**J**, respectively). A brain processed with a sense control probe lacks staining **(K)**. For a number of the genes assayed (*takeout*, *ci*, *obp10*, *arrow*, *caspase 7*, and *obp13*), dimorphic gene expression localized to the optic lobe, which is marked by an asterisk in **(A)** and located at a similar position in other panels. Brain hemisegments are oriented dorsal upward in each panel.

**Figure 5:**
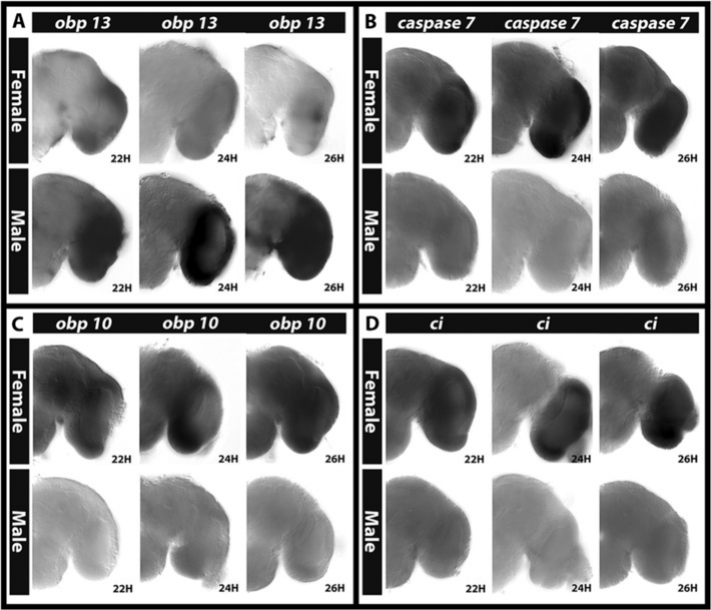
**Sex-specific gene expression patterns are maintained from 22 to 26 h of pupal brain development.** Differential male vs. female *obp13***(A)**, *caspase7***(B)**, *obp10***(C)**, and *ci***(D)** expression patterns in the brain identified at 24 h APF were also confirmed at 22 and 26 h APF. Brain hemisegments are oriented dorsal upward in each panel.

For many of the genes analyzed, dimorphic expression localized to the optic lobe of the brain. For example, *takeout*, *ci*, *obp10*, *arrow*, and *caspase 7* (Figure 4A,B,D,E,F, respectively) are upregulated in the female optic lobes with respect to males in which little if any transcripts were detected through *in situ* hybridization. Expression of *obp13* is upregulated in the male optic lobe with respect to females (Figure 4J). To be certain that this intense optic lobe staining was not an artifact of the tissue preparation or whole mount *in situ* hybridization process, we confirmed that negative sense control probes gave little background staining in the optic lobes or in other regions of the brain (Figure 4K). We also confirmed optic lobe expression for a number of DETs by performing *in situ* hybridization experiments on sectioned brain tissues (Figure 6).

**Figure 6:**
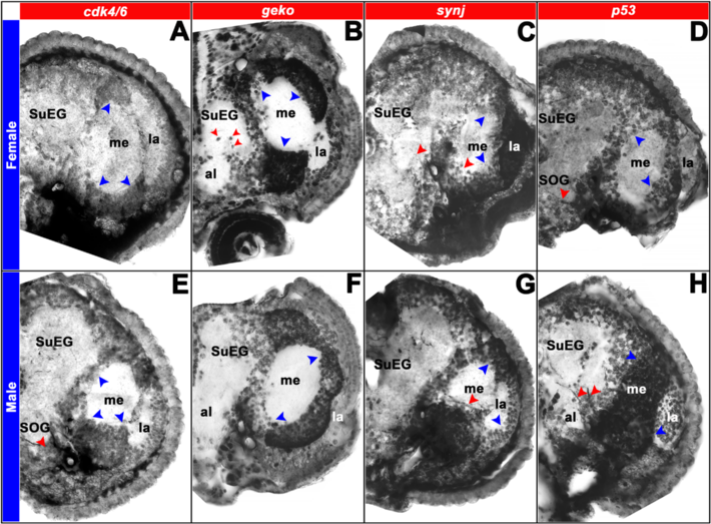
**Sex-specific expression patterns of DETs in sectioned*A. aegypti*pupal brains.** Differential expression of *cdk4/6***(A, E)***, geko***(B, F)***, synj***(C, G)**, and *p53***(D, H)** was detected in 12 μ sections through 24 hr female **(A-D)** and male **(E-H)** pupal brains. Hemisegments oriented dorsal upward are shown. Hybridizations with a sense control probe detected no signal in comparable brain sections (not shown). *cdk4/6* is commonly expressed in the optic lobe (blue arrowheads in **A**, **E**), but males have an additional *cdk4/6* expression domain in the ventral suboesophageal ganglion (red arrowhead in **E**). *geko*, which is commonly expressed in the female and male optic lobe (blue arrowheads in **B**, **F**), is expressed in additional large cell bodies near the female midbrain and antennal lobe (red arrowheads in **B**). *synj* expression is detected in the optic lobe (blue arrowheads in **C**, **G**) and in a subset of midbrain neurons (red arrowheads in **C**, **G**). The red arrowhead in **G** marks sex-specific *synj* optic lobe expression in males, and midbrain *synj* levels are generally higher in males (compare expression adjacent to red arrowheads in **C**, **G**). *p53* is expressed in the optic lobe and suboesophageal ganglion of females (blue and red arrowheads, respectively in **D**). *p53* is also expressed in the male optic lobe (blue arrowheads in **H**), but not in the male subesophageal ganglion **(H)**. Male-specific *p53* expression is detected in neurons adjacent to the antennal lobe (red arrowheads in **H**). These data are consistent with the results presented in Figure 7. *al* antennal lobe, *la* lamina, *me* medulla, *SuEG*, supraesophageal ganglion.

Experiments on sectioned brain tissue (Figure 6), as well as co-labeling experiments with anti-HRP, which marks various neuropil regions in the developing mosquito brain [23] (Figure 7C,D,E,F,G,H,I,J), helped us to pinpoint the location of dimorphic gene expression for a number of DETs in which dimorphic expression was noted outside of the optic lobe region. These studies revealed upregulation of *cdk4/6* expression in the ventral region of the male subesophageal ganglion (Figure 6E, compare to Figure 6A; Figure 7D, compare to Figure 7C), as well as upregulation of *geko* transcripts near the midbrain and antennal lobes of females (Figure 6B, compare to Figure 6F; Figure 7E, compare to Figure 7F). Higher levels of *synj* expression were detected in the midbrain of males (Figure 6G, compare to Figure 6C; Figure 7H, compare to Figure 7G), and sex-specific patterns of *synj* expression were detected in the optic lobe (Figures 6C,G and 7G,H). Finally, *p53* is expressed in the female, but not the male subesophageal ganglion (Figure 6D, compare to Figure 6H; Figure 7I, compare to Figure 7J), while male-specific *p53* expression was detected in neurons adjacent to the antennal lobe region (Figures 6H and 7J).

**Figure 7:**
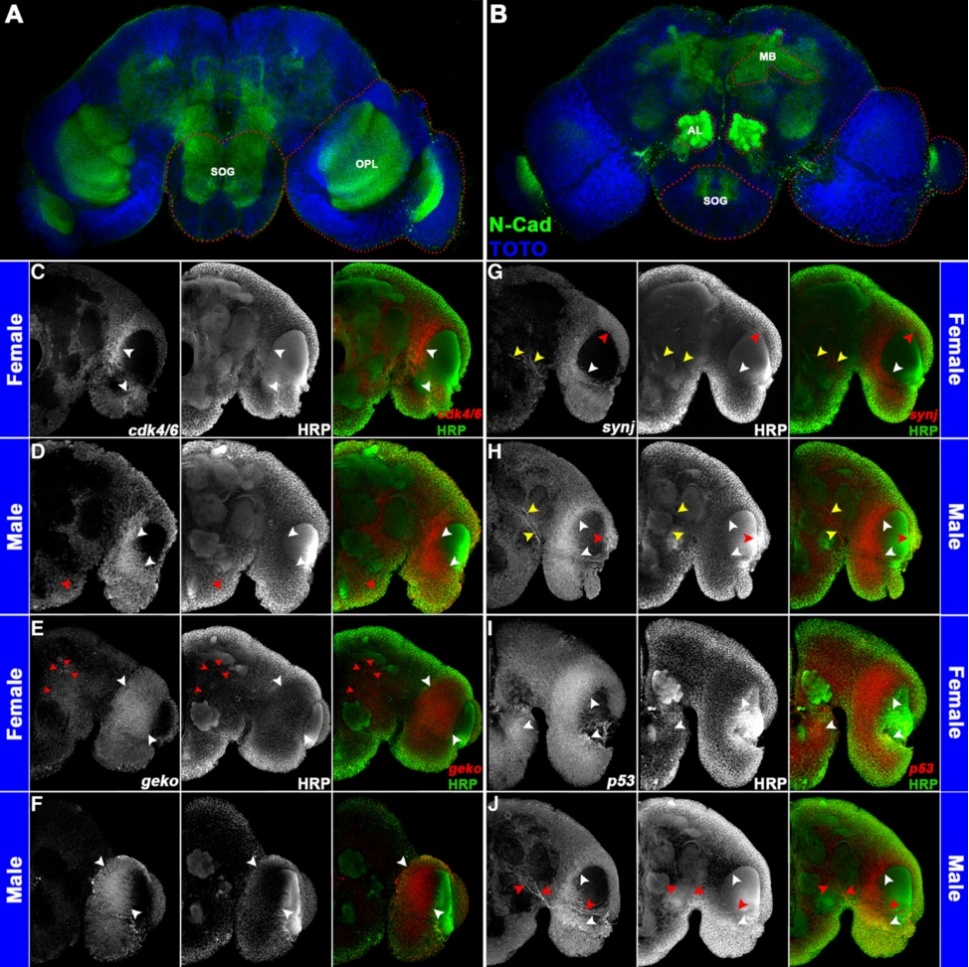
**Sex-specific expression patterns of DETs in the*A. aegypti*pupal brain.** The optic lobe (OPL), antennal lobe (AL), suboesophageal ganglion (SOG), and mushroom body (MB) regions are highlighted by red dots in a whole brain labeled with anti-N-Cadherin (green in **A**, **B**) and TOTO nuclear stain (blue in **A**, **B**). These regions were assessed through confocal imaging following whole mount *in situ* hybridization and anti-HRP staining. Five merged Z-stacks (totaling 5 μ) of brain hemisegments oriented dorsal upward **(C-J)** labeled with anti-HRP staining (center panels in **C**-**J**; green in overlays at right) and riboprobes corresponding to the indicated transcripts (left panels in **C**-**J**; red in overlays at right) are shown. Differential expression of *cdk4/6***(C, D)**, *geko***(E, F)**, *synj***(G, H)**, and *p53***(I, J)** was detected in 24 h female **(C, E, G, I)** and male **(D, F, H, J)** pupal brains. *cdk4/6* is commonly expressed in the optic lobe (white arrowheads in **C**, **D**), but males have an additional *cdk4/6* expression domain in the ventral suboesophageal ganglion (red arrowhead in **D**). *geko*, which is commonly expressed in the female and male optic lobe (white arrowheads in **E**, **F**), is expressed in additional large cell bodies near the female midbrain and antennal lobe (red arrowheads in **E**). *synj* expression is detected in the optic lobe (white/red arrowheads in **G**, **H**) and in a subset of midbrain neurons (yellow arrowheads in **G**, **H**). Red arrowheads mark sex-specific *synj* optic lobe expression **(G, H)**, and midbrain *synj* levels are generally higher in males (compare expression adjacent to yellow arrowheads in **G**, **H**). *p53* is expressed in the optic lobe and suboesophageal ganglion of females (white arrowheads in **I**). *p53* is also expressed in the male optic lobe (white arrowheads in **J**), but not in the male subesophageal ganglion. Male-specific *p53* expression is detected in neurons adjacent to the antennal lobe (red arrowheads in **J**). These data are consistent with the results presented in Figure 6.

### 3.3 Putative Dsx consensus binding sites associated with DETs

The consensus binding site sequence for Dsx, GCAACAATGTTGC, was deduced by Luo et al. [28], who reported that the sequence of this binding site is well-conserved in many dipteran species and is detected 26-fold over expected in *A. aegypti.* Both male and female Dsx splice variants share this DNA-binding domain but have different C termini that differentially direct sex-specific gene expression [11],[12],[16]. Search of the *A. aegypti* genome for the Dsx consensus sequence uncovered 732 genes located in proximity to putative Dsx binding sites (Additional file 2). *A. aegypti* genes with intragenic, upstream, or downstream Dsx consensus sites grouped under a number of significant GO-terms, which are itemized in Table 5. Many of these are linked to neurological processes or neural development. These include a variety of GO terms related to the sensory system and sensory development, particularly the compound eye and compound eye development. Additional neural GO terms associated with these genes include neuron development, neuron differentiation, neuron fate commitment, and neurological system processes. Moreover, 48 of the 732 genes associated with Dsx binding sites correspond to genes identified in the dimorphism microarray experiments (Additional file 2). Together, these data support the hypothesis that Dsx is a regulator of sexually dimorphic gene expression in the *A. aegypti* nervous system. This hypothesis was examined in the developing *A. aegypti* pupal brain.

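Additional file 2 lists 732 sites, of which 46 have the consensus sequence and 686 differ from it by 1 base. A gene is named for 201 of the sites and none for 531, so that 211 genes are listed, of which 145 have a row in the deposited values. By limma with the Bonferroni adjustment, 10 of these 145 genes (6.9%) had at least 1 DET, against 845 of the 10543 other genes in the table (8.01%), an odds ratio of 0.850 (two-sided Fisher exact test, p = 0.758). For the 103 genes with a site inside them, the odds ratio was 0.709 (two-sided Fisher exact test, p = 0.582). Among the other ways to call DETs, the odds ratio ranged from 0.361 (Fisher exact test, p = 0.180), with the DETs that the methods' t-test gave on the 8 arrays, to 1.48 (Fisher exact test, p = 0.0359), with those that it gave on all 12 arrays, where 44 of the 145 genes (30.3%) and 22.7% of the other genes had a DET. From the GO terms of the genes near Dsx consensus sites and from the number of them that are among the DETs, the paper proposes that Dsx regulates sexually dimorphic gene expression in the nervous system.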

**Table 5:** Over-represented GO categories among genes associated with Dsx consensus binding sites

**Term**	**Count**	***p*** **value**
GO:0007166—cell surface receptor linked signal transduction	14	0.026157815
GO:0030182—neuron differentiation	12	0.00682396
GO:0007423—sensory organ development	12	0.006946573
GO:0003002—regionalization	11	0.034377574
GO:0007389—pattern specification process	11	0.04735023
GO:0001745—compound eye morphogenesis	10	0.002178058
GO:0048592—eye morphogenesis	10	0.003563147
GO:0048749—compound eye development	10	0.008521908
GO:0001654—eye development	10	0.013504773
GO:0048666—neuron development	10	0.01756628
GO:0007350—blastoderm segmentation	8	0.01232515
GO:0009880—embryonic pattern specification	8	0.016503315
GO:0035282—segmentation	8	0.029278118
GO:0001751—compound eye photoreceptor cell differentiation	7	0.001660725
GO:0001754—eye photoreceptor cell differentiation	7	0.00207928
GO:0046530—photoreceptor cell differentiation	7	0.003406961
GO:0048232—male gamete generation	7	0.008583448
GO:0007283—spermatogenesis	7	0.008583448
GO:0045165—cell fate commitment	7	0.049850932
GO:0022604—regulation of cell morphogenesis	6	0.011632368
GO:0042051—compound eye photoreceptor development	5	0.003084585
GO:0042462—eye photoreceptor cell development	5	0.003302533
GO:0042461—photoreceptor cell development	5	0.005753226
GO:0009968—negative regulation of signal transduction	5	0.029343023
GO:0010648—negative regulation of cell communication	5	0.03026886
GO:0040007—growth	5	0.037232894
GO:0048193—Golgi vesicle transport	4	0.012925753
GO:0016049—cell growth	4	0.017389354
GO:0046552—photoreceptor cell fate commitment	4	0.020430767
GO:0048663—neuron fate commitment	4	0.02374654
GO:0007507—heart development	4	0.044413566
GO:0007479—leg disc proximal/distal pattern formation	3	0.01405488
GO:0035223—leg disc pattern formation	3	0.01405488
GO:0035051—cardiac cell differentiation	3	0.021604074
GO:0035287—head segmentation	3	0.023702413
GO:0007449—proximal/distal pattern formation, imaginal disc	3	0.023702413
GO:0009954—proximal/distal pattern formation	3	0.028137457
GO:0035215—genital disc development	3	0.040521397
GO:0006869—lipid transport	3	0.040521397
GO:0045466—R7 cell differentiation	3	0.045952969
GO:0007419—ventral cord development	3	0.048763797
GO:0048052—R1/R6 cell differentiation	2	0.034007252
GO:0007462—R1/R6 cell fate commitment	2	0.034007252
GO:0031887—lipid particle transport along microtubule	2	0.045086826

*A. aegypti* genes associated with Dsx consensus sites (defined as genes with Dsx consensus sites located within or 10 kB upstream/dowstream of the genes) grouped under a number of significant GO terms (*p* < 0.05). The number of genes associated with each GO term (count) and corresponding Fisher's exact test *p* values are indicated.

### 3.4 Dsx is a regulator of sex-specific gene expression in the developing *A. aegypti* pupal brain

Sex-specific *dsx* expression was examined in the *A. aegypti* pupal brain. For these experiments, probes corresponding to the male and female splice forms, as well as exon 2 which is common to both splice forms [16] (see Methods for details) were synthesized and utilized in whole mount *in situ* hybridization experiments. Expression of the male splice form was detected in the male brain, and expression of the female-specific splice form was detected in the female brain, while the *dsx* common probe marked expression of *dsx* transcripts in both female and male pupal brains (Figure 8A). In females and males, the highest levels of *dsxF* and *dsxM* transcripts, respectively, are detected in the optic lobes (Figure 8A). To more precisely map the locations of sex-specific *dsx* expression outside of the optic lobe region, we again performed *in situ* hybridization experiments on sectioned head tissue (Figure 9) and also performed co-labeling experiments with anti-HRP antibody (Figure 10). These experiments revealed dimorphic expression patterns of *dsx* in the *A. aegypti* antennal lobe and mushroom body. Expression of *dsx* is detected in the 24 h female antennal lobe (Figures 9C and 10C). In males, although *dsx* expression is detected in the antennal lobe (Figures 9F and 10B), it is restricted to the ventral-most cells. Furthermore, although *dsx* expression is detected in the female mushroom body (Figures 9A and 10E), *dsx* expression is not detected in the male mushroom body (Figures 9D and 10F). These expression studies suggest that *dsx* may regulate sex-specific gene expression in the *A. aegypti* pupal brain. We conducted *dsx* knockdown experiments to test this hypothesis.

**Figure 8:**
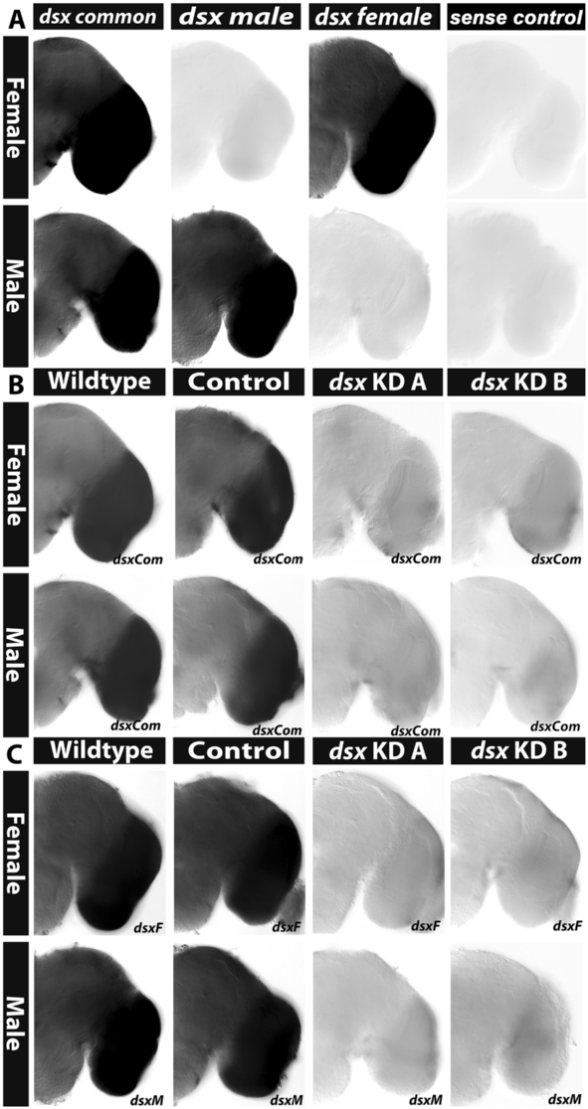
**Expression and knockdown of*dsx*in the*A. aegypti*pupal brain. (A)** Detection of *dsx* expression in developing wild-type female (top) and male (bottom) pupal brain hemisegments with riboprobes corresponding to exon 2 (*dsx* common), DsxM *(dsx* male), and DsxF *(dsx* female). At right in **(A)**, a brain processed with a sense control probe lacks staining. Knockdown of both splice variants was detected through use of the *dsx* common **(B)**, *dsxF* (**C**, top), and *dsxM* (**C**, bottom) probes in female (top in **B**, **C**) and male (bottom in **B**, **C**) pupal brain hemisegments following injection of *dsx KD A* or *KD B* siRNAs. Control siRNA-injected animals (control in **B**, **C**) resemble wild-type animals. Brain hemisegments are oriented dorsal upward in each panel.

**Figure 9:**
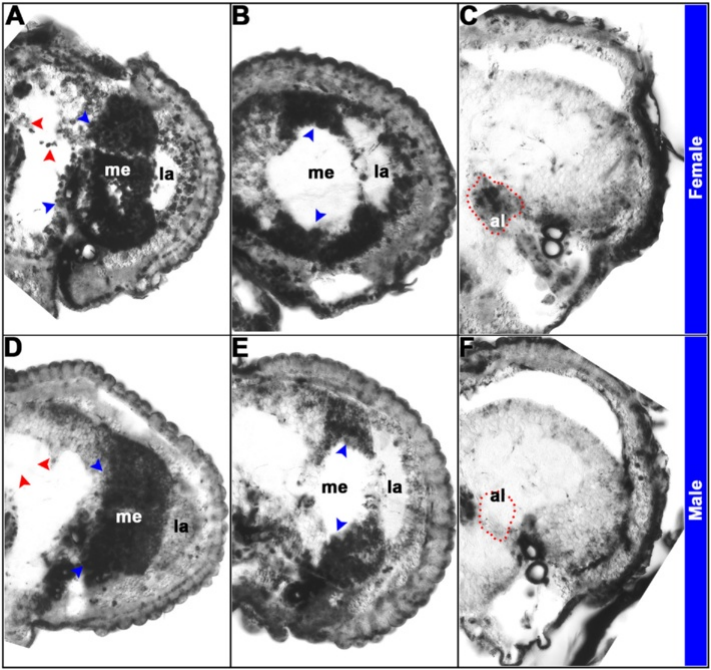
**Sex-specific expression patterns of*dsx*in sectioned*A. aegypti*pupal brains.** The detailed expression pattern of *dsx* was analyzed through *in situ* hybridization experiments (using the *dsx* common probe) that were performed following preparation of paraffin sections of female **(A-C)** and male **(D-F)** heads. Twelve micron sections through different portions of the brain reveal the following structures, which are shown in brain hemisegments oriented dorsal upward in **(A-F)**: antennal lobe (al), lamina (la), and medulla (me). Expression of *dsx* is detected in the visual system of both females and males (blue arrowheads in **A**, **B**, **D**, **E**). However, *dsx* is dimorphically expressed in the antennal lobe (highlighted by red dots in **C**, **F**) and the mushroom bodies (red arrowheads in **A**, **D**) of females and males. Hybridizations with a sense control probe detected no signal in comparable brain sections (not shown). These data are consistent with the results presented in Figure 10.

**Figure 10:**
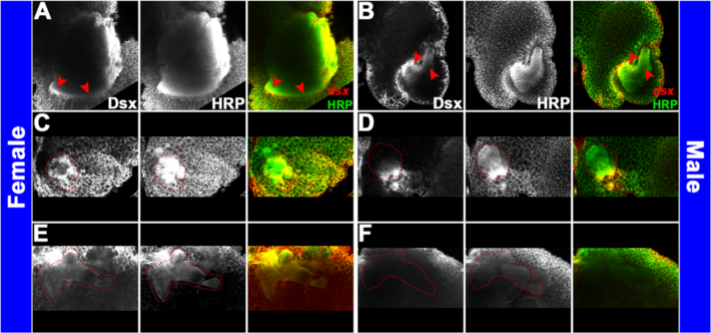
**Sex-specific expression patterns of*dsx*in the*A. aegypti*pupal brain.** The precise locations of *dsx* expression in the 24 h female **(A, C, E)** and male **(B, D, F)** pupal brain were also mapped through co-labeling experiments with *dsx* common probe (left in panels **A**-**F**; red in overlays at right) and anti-HRP staining (center panels of **A**-**F**; green in overlays at right), which marks various neuropil regions in the developing *A. aegypti* brain. Confocal imaging was performed following staining of whole mount brains. Five merged Z-stacks of confocal sections (totaling 5 μ) through the optic lobe **(A, B)**, antennal lobe **(C,D)**, and mushroom body **(E, F)** regions of brain hemisegments oriented dorsal upward are shown. *dsx* expression is detected in the 24 h female pupal optic lobe **(A)**, throughout the antennal lobe **(C)**, and in the mushroom body **(E)**. *dsx* expression is detected in the 24 h male pupal optic lobe **(B)** and a group of ventral-most cells in the antennal lobe **(D)**, but not in the mushroom body **(F)**. These data are consistent with the results presented in Figure 9.

siRNA-mediated gene targeting was used to knockdown *dsx* in *A. aegypti* pupae (Figure 7B,C). Two *dsx* knockdown siRNAs, *dsx KD A* and *dsx KD B*, which correspond to two different target sequences in exon 2, an exon common to both the female and male splice forms, were used in these experiments. *dsx KD A* and *dsx KD B* effectively target pupal brain expression of both the male and female *dsx* splice forms when microinjected into the pupal thorax (Figure 8B,C). In these experiments, control injections were performed with a scrambled version of *dsx KD B*, an siRNA which lacks significant sequence homology to any genes in the *A. aegypti* genome (Figure 8B,C).

The impact of *dsx* knockdown on the developmental expression of putative Dsx target genes was then assessed. *p53*, a DET in the microarray study that is upregulated in male heads (Additional file 1), is associated with a Dsx binding site (Additional file 2) and is differentially expressed in wild-type and control-fed female and male pupal brain hemisegments (Figures 4I and 11A). 

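On the head arrays, *p53* (AAEL007594-RA) had a log2 intensity of 11.11 ± 0.09 (SD, n = 4) in males and 12.05 ± 0.05 (SD, n = 4) in females, a log2 fold change of -0.94 (standard error 0.06, limma adjusted p = 0.00246). Its values were between 10.99 and 11.20 on the male arrays and between 12.01 and 12.13 on the female arrays. The log2 fold change stayed between -0.97 and -0.90 under all 22 alternatives. Several of these change only the test, the adjustment or the other rows kept, and cannot move the fold change. The adjusted p was past the threshold under all of them except with the replicate numbers as a block. Additional file 2 places the Dsx site of *p53*, GCAAGAATGTTGC, inside the gene, at position 1102221 of scaffold 1.265, without naming the genome build.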

Whole mount *in situ* hybridization experiments revealed that levels of *p53* are reduced to nearly undetectable levels in female and male pupae injected with *dsx KD A* or *dsx KD B* siRNAs (Figure 11A). Comparable results were obtained for *synj* (Figures 4G and 11B), *geko* (Figures 4H and 11C), and *rab6* (Figure 11E), all of which are genes associated with Dsx consensus binding sites (Additional file 2) that correspond to DETs noted in microarray studies (Additional file 1). 

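In male and female heads, *synj* (AAEL011417-RA) had 13.17 ± 0.05 (SD, n = 4) and 12.83 ± 0.08 (SD, n = 4), a log2 fold change of 0.34 (standard error 0.05), which was not past the Bonferroni threshold and had a Benjamini-Hochberg limma adjusted p = 8.09e-04. *geko* (AAEL006310-RA) had 13.36 ± 0.10 (SD, n = 4) in males and 11.72 ± 0.34 (SD, n = 4) in females, a log2 fold change of 1.64 (standard error 0.16, limma adjusted p = 0.068 by Bonferroni and 6.98e-05 by Benjamini-Hochberg). For *rab6* the table has a pair of transcripts. AAEL006091-RA was higher in females, with 13.47 ± 0.07 (SD, n = 4) in males and 13.79 ± 0.03 (SD, n = 4) in females, a log2 fold change of -0.32 (standard error 0.05, Benjamini-Hochberg limma adjusted p = 8.04e-04, not past the Bonferroni threshold). AAEL006091-RB did not differ, with a log2 fold change of -0.06 (standard error 0.08, Benjamini-Hochberg limma adjusted p = 0.534; exact permutation test, p = 0.486). In Additional file 2, which does not name the genome build, the sites lie inside the genes, for *synj* GCAACAATGTTGG at position 76785 of scaffold 1.579, for *geko* ACAACAATGTTGC at position 893994 of scaffold 1.200, and for *rab6* GCAAAAATGTTGC at position 115258 of scaffold 1.189.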

Expression of *cdk4/6* (Figures 4C and 11D), which contains a Dsx binding site, was reduced but not completely eliminated in *dsx* knockdown females and males, in which *cdk4* transcripts could still be detected in the optic lobes, albeit at reduced levels. Together, these results indicate that Dsx is required for sex-specific gene expression in the developing *A. aegypti* pupal central nervous system.

**Figure 11:**
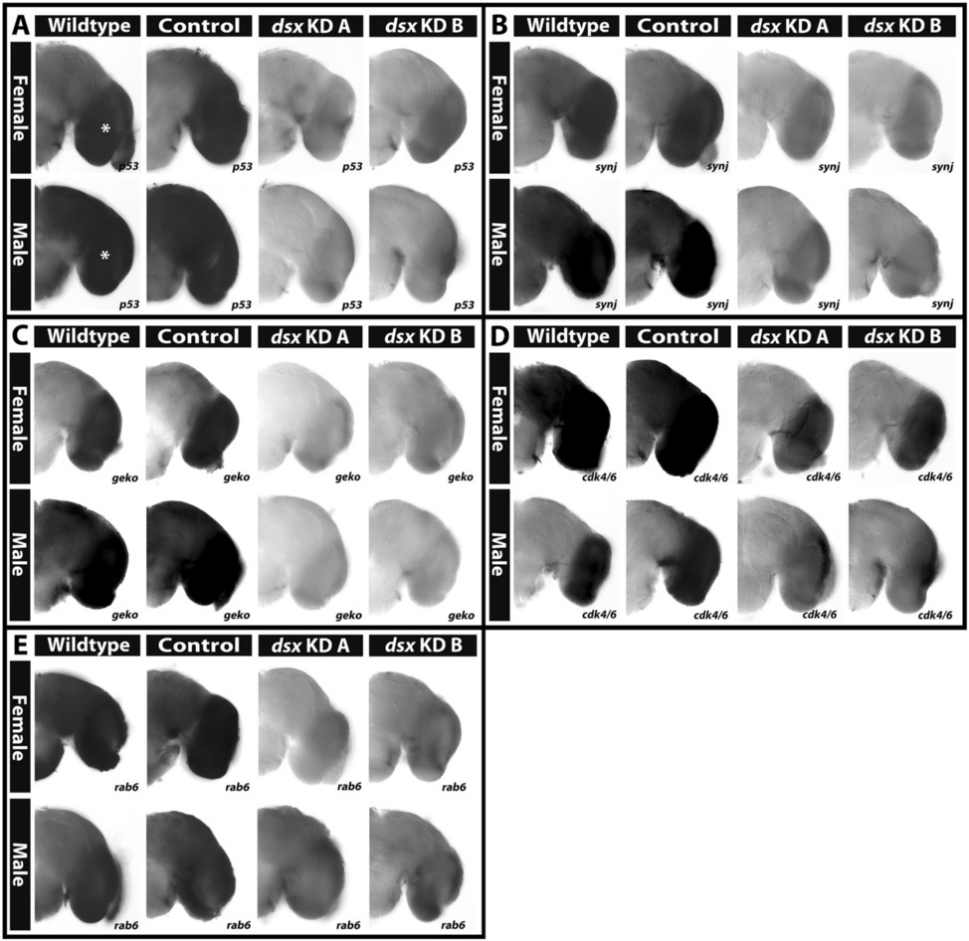
**Dsx is a regulator of sex-specific gene expression in the*A. aegypti*pupal brain.** Sex specific patterns of *p53***(A)**, *synj***(B)**, *geko***(C)**, *cdk4/6***(D)**, and *rab6***(E)** mRNA transcripts were detected in female (upper portion of each panel) and male (lower portion of each panel) wild-type and control-fed 24 h pupal brain hemisegments, which are oriented dorsal upward in each panel. The position of the optic lobe is marked by an asterisk in **(A)** and located at a similar position in the other panels. The sex-specific expression patterns of each gene were disrupted following injection of either *dsx KD A* or *KD B* siRNAs.

## 4 Discussion

### 4.1 Sex-specific gene expression in the developing *A. aegypti* pupal head

This investigation revealed global patterns of sex-specific gene expression in the *A. aegypti* pupal head transcriptome, which was assessed through custom *A. aegypti* microarray experiments (Additional file 1). These studies provided insight regarding the genes, pathways, and processes impacted by sex-specification in the 24 h pupal head transcriptome. The data collected may be of interest to those studying a number of tissues of vector importance, including the fat bodies, antennae, maxillary palp, and proboscis. However, the primary focus of the present study is the brain, and so the results of the microarray experiments were validated through *in situ* hybridization experiments performed on female and male pupal brain tissue (Figures 4, 5, 6, 7, 8, 9, 10). The 24 h pupal brain was selected, as our recent work has identified this time point to be a critical period for nervous system development. At this stage, which follows periods of extensive proliferative activity and pupal histolysis, the brain has an anatomical organization structure that is similar to that of the adult *A. aegypti* brain. The neuropils that are characteristic of the adult brain, including the antennal lobe, central complex, and three optic lobe neuropils, have begun to form. At 24 h APF, extensive neural process outgrowth, targeting of higher order brain neurons, synapse formation, and arborization occur, ultimately generating the increased neuropil density observed in the adult [6],[8],[23].

These studies detected sexually dimorphic expression of *obp 10* and *takeout* through both head transcriptome microarray experiments and through analysis of transcript expression in the developing brain (Additional file 1, Figure 4A,D). Although expression of these genes had not previously been spatially assessed in the developing brain, dimorphic expression of both genes had been noted in *A. aegypti* by Bohbot and Vogt [31], who hypothesized that the genes might regulate differential olfactory and feeding behaviors in mosquitoes. It was subsequently demonstrated through knockdown experiments in *Anopheles gambiae* that Takeout regulates blood-feeding propensity [32]. Our own ability to detect dimorphic expression of these genes further validates the effectiveness of the methodological approach employed, while also raising the question of whether their dimorphic expression in the brain is functionally significant. This is a topic to be explored in future studies, which would be greatly enhanced through technical advancements that permit the manipulation of gene expression in a brain-specific manner in mosquitoes.

Components of critical developmental signaling cascades, including *cubitus interruptus (ci)*, a member of the Hedgehog signaling pathway (reviewed by [33]), as well as *arrow*, a component of the Wnt/Wingless (Wg) signaling pathway [34], are upregulated in the developing female pupal brain (Figure 4B,E, Additional file 1). It will be interesting to functionally examine the roles of these genes during brain development, particularly given that *Drosophila* Ci has both transcriptional activation and transcriptional repressor forms (reviewed by [33]) that might differentially shape male and female development. Furthermore, although the function of Wg signaling in the regulation of sex-specific development has not yet been assessed in the insect nervous system, Wg signaling has been shown to regulate sexually dimorphic abdomen development in *Drosophila.* In flies, dimorphic Wg regulation in conjunction with monomorphic segment-specific cell death generates sex-specific abdomen shape [35].

More broadly, the results of this investigation suggest that underlying differences in proteolytic, metabolic, catabolic, and biosynthetic processes, as well as cell growth/proliferation and ion transport underlie differences in *A. aegypti* males vs. females (Tables 1, 2, 3, 4; Figures 2 and 3). Here, we discuss the potential relevance of these findings, focusing this discussion on development of the nervous system.

### 4.2 Proteases

Proteases, especially serine proteases, are significantly upregulated in female pupal heads (Figure 3, Table 2). These include 23 Clip-domain serine proteases that are significantly overexpressed in females. 

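The descriptions in Table 2 name 23 Clip-domain proteases, all with a row in the deposited values. All 23 were higher in females on the head arrays, by a median of 1.92 on the log2 scale with a smallest difference of 1.03. By limma, 16 of the 23 were DETs after the Bonferroni adjustment over all rows, and 23 had a Benjamini-Hochberg adjusted p under 0.05, over all rows and adjusted over the list alone; the list was chosen on these arrays and is not independent evidence.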

Clip-domain serine proteases have been well studied with regard to their multiple roles in insect immunity, including antimicrobial peptide synthesis, hemolymph coagulation, and melanization of pathogen surfaces [36]. In *Anopheles gambiae*, Clip-domain proteases are known for their function in the regulation of malaria parasite melanization [37]. In reference to insect development, two Clip-domain proteases function as components of the Toll pathway in the regulation of dorso-ventral axis specification (reviewed in [38]). Although Clip proteases have not been well studied in the context of the developing nervous system, the results of this investigation suggest that they are dimorphically expressed in female and male pupal heads. Other types of serine proteases have important CNS functions, including the regulation of cell migration, neurite outgrowth, and pathfinding, glial and neuronal cell survival, and synaptic remodeling [39]-[42]. Thus, it is possible that these Clip proteases might function as modifiers of the extracellular matrix in the context of neural migration.

### 4.3 Cell cycle/cell death

Cell cycle components (Figure 2A) were noted as a significant GO term among DETs upregulated in females (Table 1). For example, *cdk4/6*, a known regulator of cellular growth in *D. melanogaster*[43],[44], is upregulated in female pupal heads (Figures 4C and 11D). 

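On the head arrays, *cdk4/6* (AAEL001407-RA) had a log2 intensity of 10.83 ± 0.12 (SD, n = 4) in males and 11.38 ± 0.07 (SD, n = 4) in females. The log2 fold change was -0.55 (standard error 0.07, limma adjusted p = 0.615 by Bonferroni and 3.25e-04 by Benjamini-Hochberg) and stayed between -0.60 and -0.52 with each array left out in turn. Its Dsx site in Additional file 2, GCCACAATGTTGC, lies inside the gene at position 2966311 of scaffold 1.32, in a genome build that the file does not name.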

In flies, overexpression of Cyclin D-Cdk4/6 promotes cellular growth, and loss of *cdk4* function results in flies with a smaller body size [43],[44]. It is possible that increased expression of *cdk4* in *A. aegypti* females upregulates the growth of *A. aegypti* female pupae/heads with respect to males, which have a significantly smaller body and head (but not brain) size [18]. In relation to the developing nervous system, it has been shown that *cdk4* expression is positively regulated in response to axon guidance gene signaling [45]. Thus, upregulation of *cdk4* in the developing *A. aegypti* female brain might contribute to differential neural outgrowth. Furthermore, the microtubule-based movement GO term was significantly associated with DETs upregulated in females (Figure 2A; Table 1), suggesting that spindle fiber movement may be regulated in a sex-specific manner.

*p53*, a regulator of G1-S transition (reviewed by [46]), is also differentially expressed in pupal heads (Additional file 1), in which increased *p53* expression can be detected in the male 24 h pupal brain (Figures 4I and 11A). In flies, p53 regulates apoptosis during development (reviewed by [46]). The regulation of cell death is a critical aspect of nervous system development which has also been linked to the development of sexual dimorphism in fruit flies (reviewed by [9]). For example, Dsx regulates death of the female TN1 neurons during *Drosophila* metamorphosis. In males, these neurons survive and are believed to function in the neural circuitry that is involved in production of the male courtship song (reviewed by [9]). These findings, in conjunction with the results of our investigation, suggest that regulation of *p53* expression by Dsx may generate differences in programmed cell death that might shape the development of sex-specific traits in mosquitoes. In further support of this notion, *caspase 7*, an ortholog of *Drosophila death caspase 1* and *Ice*, was also found to be expressed in a sex-specific manner (Figure 4F; Additional file 1). In addition to regulation of apoptosis, p53 has also been shown to regulate neurite outgrowth and axonal regeneration [47], suggesting that it may impact these processes in the mosquito brain. Finally, p53 has been linked to the regulation of life span in *Drosophila*[48]. Overexpression of p53 in the female nervous system results in increased life span in females. Thus, it is possible that female-specific upregulation of *p53* expression in the *A. aegypti* female brain may contribute to the relatively longer lifespan of *A. aegypti* females with respect to males.

### 4.4 Ion transport

A wide variety of ion transporters are upregulated in male pupal heads (Figure 2B, Table 4), which suggests that sexually dimorphic differences in the developing mosquito brain may result from differential ion channel expression. As discussed by Yamamoto and Lopez-Bendito [49], the interaction of neural activity and genetic programs specifies neural circuit composition and organization during development. Changes in electrical activity regulate neural growth, axonogenesis, and the branching of axons. The sex-specific differences in ion transport-related genes noted here are therefore of potential interest with respect to the development of sexually dimorphic neural circuitries in mosquitoes. Furthermore, the activation and inactivation properties of ion channels in axons determine the short-term dynamics of axonal propagation and synaptic transmission [50].

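*glutamate receptor 7* (AAEL009813-RA) had a log2 intensity of 11.00 ± 0.06 (SD, n = 4) in male and 10.01 ± 0.11 (SD, n = 4) in female heads. The standard error of the difference was 0.06 (limma adjusted p = 0.00346). It was a DET after the Bonferroni adjustment with all 8 arrays and under each alternative except 1, the replicate numbers as a block, and the log2 fold change lay between 0.96 and 1.03.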

Our microarray experiments detected upregulated male-specific expression of *glutamate receptor 7* (Table 4), an ortholog of *D. melanogaster ionotropic receptor (IR) 25a.* In relation to this, glutamate metabolism was also noted as a significant pathway among DETs upregulated in males (Figure 3; Additional file 3). In *Drosophila*, IRs, which have evolved from ionotropic glutamate receptors (iGluRs), are expressed in a combinatorial fashion in sensory neurons and respond to many distinct odors [51]. Sensory neurons expressing *IR84a* in fruit flies innervate a glomerulus that expresses male-specific isoforms of the sex determination gene *fruitless (fru)*, one of three sexually dimorphic glomeruli in the antennal lobe. Mutation of *IR84a* reduces male courtship (reviewed by [52],[53]). These observations suggest that differential expression of glutamate receptors and differential glutamate metabolism may impact sex-specific behaviors in mosquitoes.

### 4.5 Proteasome

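The 14 proteasome genes listed in Additional file 3 were bright in both sexes, with a median log2 intensity of 13.06 in male and 13.35 in female heads. Their log2 fold changes lay between -0.60 and -0.21, with a median of -0.32. Each of the 14 had a Benjamini-Hochberg limma adjusted p under 0.05 over all rows.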

DETs upregulated in females were significantly associated with the proteasome (Figure 3, Additional file 3), which is well known for its role in the intracellular degradation of ubiquitinated proteins. Protein synthesis and degradation are particularly important to neuronal development and function because of the large distances between synapses and soma. The ubiquitin proteasome system influences synaptic protein levels through the regulation of protein function and localization, as well as endocytosis (reviewed by [54]). It should be noted that *synj* (Figures 4G, 6C,G, 7G,H, 11B, Additional file 1), which also regulates endocytosis at the *Drosophila* synapse [55], is dimorphically expressed in the *A. aegypti* pupal brain. Elements of the ubiquitin proteasome system have also been found to regulate synaptic strength, homeostatic plasticity, axon growth and guidance, and dendrite morphogenesis (reviewed by [54]). Thus, differential expression of ubiquitin proteasome pathway components in female and male mosquitoes may have significant impacts on neural development and function that contribute to the development of sexually dimorphic behaviors.

### 4.6 Biosynthetic and catabolic processes

Significantly upregulated DETs in the female pupal head were also associated with biosynthetic and catabolic processes (Figure 3, Additional file 3). For example, glycosphingolipid biosynthesis is significantly over-represented among DETs upregulated in females. The functions of glycosphingolipids have been well studied in the context of development and neurobiology (reviewed by [56],[57]). For example, gangliosides, sialic acid-containing glycosphingolipids, are abundant in the nervous system, where they function in cell-cell recognition, adhesion, and signal transduction [57]. Work in *Drosophila* has shown that sphingolipid regulators affect cell survival, growth, and specification, as well as the control of lipid storage and responses to nutrient availability [56]. Thus, the differential regulation of sphingolipids in the developing male and female brain could have significant impact on the development of sex-specific behaviors in *A. aegypti.*

DETs significantly upregulated in female pupal heads are also associated with the glycosaminoglycan (GAG) degradation pathway (Figure 3, Additional file 3). In *A. aegypti*, cell surface GAGs have primarily been studied in relation to their potential roles as dengue virus receptors (reviewed by [58]). It will therefore be interesting to determine if there is differential GAG expression in other tissues, such as the midgut, a subject for future investigations. In reference to the brain, extracellular proteoglycans, which have one or more covalently attached GAGs, are known to impact many aspects of neural development and CNS maintenance. For example, during development, proteoglycans regulate cell adhesion, neurite formation, axon growth and guidance, and synapse formation. Proteoglycans have also been implicated in axon regeneration and sprouting following injury [59],[60]. Thus, differential GAG degradation could impact multiple aspects of neural development and function in *A. aegypti* females vs. males.

### 4.7 Dsx is a regulator of dimorphic gene expression in the *A. aegypti* pupal nervous system

Our search of the *A. aegypti* genome for the Luo et al. [28] Dsx consensus sequence uncovered 732 putative Dsx binding sites (Additional file 2), 48 of which correspond to genes identified in our microarray experiments (Additional file 3). Our search algorithm allowed for one mismatch in the consensus binding site (see Methods). This was useful to us since it permitted the most rigorous selection of putative targets prior to pursuing the *dsx* knockdown studies, which are labor-intensive. However, it is quite possible/probable that more mismatches are permissible and that additional binding sites are present in the genome. To more fully pursue the identification of Dsx binding sites throughout the genome, future studies might include a ‘wet lab’ approach, for example chromatin immunoprecipitation with anti-Dsx antibodies, or perhaps through use of the DamID approach utilized by Luo et al. (2011) to assess *D. melanogaster* Dsx binding sites.

Few of the targets identified in our study correspond to known Dsx transcriptional targets in *D. melanogaster*[28], suggesting that the targets of Dsx have evolved rapidly within the Diptera and highlighting the need to pursue analysis of *dsx* function in mosquitoes. To this end, we used siRNA-mediated gene targeting to examine the function of *dsx* in the developing pupal brain (Figure 11). These experiments indicated that Dsx is a key regulator of sex-specific gene expression during *A. aegypti* neural development. The detection of Dsx consensus binding sites associated with the *p53*, *synj*, *geko*, *cdk4/6*, and *rab6* genes (Additional file 2), all of which have sexually dimorphic expression in the pupal brain (Additional file 1, Figures 4, 6, 7, 11) that is disrupted by *dsx* knockdown (Figure 11A-E), suggests that Dsx directly regulates expression of these genes. However, Dsx of course may function to regulate expression of these genes and its other targets through direct and/or indirect mechanisms, a question for future studies. Moreover, studies of the regulation of yolk protein genes, which are direct targets of Dsx in *D. melanogaster*, suggested that DsxF acts as a transcriptional activator, while DsxM functions as a repressor [61],[62]. Interestingly, none of our *dsx* knockdown experiments in *A. aegypti* resulted in upregulation of putative target gene expression in males or females (Figure 11), but it will be interesting to explore this subject further in future investigations.

The roles of *dsx* in development of the nervous system have been explored in *D. melanogaster.* In flies, Dsx regulates differences in programmed cell death, which is known to contribute to sexually dimorphic nervous system development [9]. It is therefore possible that control of *p53* expression by Dsx in the *A. aegypti* CNS (Figure 11A) may be required for regulation of sex-specific cell death patterns in the mosquito brain, an interesting subject for future investigations. Dsx has also been associated with dimorphic cell proliferation in the *Drosophila* CNS, which is interesting in light of the observation that Dsx regulates expression of the cell cycle regulator *cdk4/6* in the developing *A. aegypti* brain (Figure 11D). Moreover, Rideout et al. [63] detected sex-specific differences in the numbers, axonal projections, and synaptic density of Dsx-expressing neurons in *Drosophila*, and Dsx may regulate these aspects of neural development in mosquitoes. Finally, a recent study demonstrated that in female fruit flies, the neural circuitry associated with female post-mating behavior is specified by Dsx function. During copulation, this female circuitry senses male sex peptides and relays the signal to higher order circuits in the brain that generate post-mating physiological and behavioral output responses in females [64]. It will be interesting to determine if Dsx plays similar roles in mosquitoes.

We note that in comparison to *D. melanogaster*, in which sex-specific expression of *dsx* is detected in only several subsets of neurons [63],[65], *dsx* is expressed much more broadly within the *A. aegypti* female and male pupal brain (Figures 8A, 9, 10). For example, although *dsx* expression is not detected in the optic lobe of the *D. melanogaster* pupal brain, *A. aegypti dsx* is expressed in the male and female pupal optic lobes (Figures 8A, 9A,D, 10A,B). Moreover, we detect sex-specific differences in *dsx* expression in the antennal lobe (Figures 9C,F, 10C,D) and mushroom bodies (Figure 9A,D, 10E,F) of *A. aegypti*, differences which have not been reported in *D. melanogaster* pupae. These findings suggest that Dsx may play a prominent role in the regulation of sex-specific neural development in *A. aegypti,* in which its dimorphic expression pattern suggests that it may contribute to sex-specific differences in the visual and olfactory systems, the processing of sensory information, as well as learning and memory.

Previous studies have demonstrated that Dsx and Fru act in the same neurons to generate neuronal wiring and behaviors [63],[66],[67]. Fru targets, which were recently identified in *D. melanogaster*[68],[69], include many genes that regulate neural processes, including neurotransmission, ion-channel signaling, and neuron development. Furthermore, Neville et al. [68], who detected over-representation of known Dsx targets in their FruM target data set, speculate that *Drosophila* Dsx and Fru act together, either in a physical complex or through coregulation of target genes, to specify sex-specific neural development. Sex-specific Fru splice forms have been detected in *A. aegypti*[70], but the expression patterns of these transcripts have not yet been reported in the developing brain, and *fru* function has not been investigated in mosquitoes. In future studies, it will be interesting to functionally assess the roles of *fru* isoforms during *A. aegypti* female and male neural development.

### 4.8 Sexual dimorphism in the visual system

Differential expression of a number of the transcripts detected in the sex-specific pupal head transcriptome localized to the optic lobe of the brain (Figures 4 and 11), where high levels of the female and male *dsx* splice forms were also detected (Figures 8A, 9A,D, 10A,B). Moreover, many of the over-represented GO categories among genes with Dsx consensus binding sites are related to the compound eye or compound eye development (Table 5). Combined, these findings suggest that male and female compound eyes and higher order visual processing may differ in *A. aegypti.* Such differences could potentially contribute to female-specific behaviors, such as detection of blood meal hosts or oviposition sites. It is also possible that dependence on vision for mating success differs in males and females. This has been observed in *D. melanogaster*, in which males have a strong dependence on visual function for finding and tracking females, while female receptivity is based on responses to non-visual cues, such as male courtship song quality [71]. Exploration of these topics will prove interesting in future investigations.

Sexually dimorphic visual development has been particularly well-studied in stalk-eyed flies, which as a result of their elongated and sexually dimorphic eye-stalks are a model system for investigating sexual selection [72]. Wilkinson et al. [72] compared sex-specific global patterns of gene expression in *Teleopsis dalmanni*, in which they identified 415 female-biased and 482 male-biased transcripts associated with dimorphic eyestalk development. Many of the genes upregulated in developing female eyestalks are associated with cell differentiation and patterning, which was also the case for genes flanking Dsx consensus binding sites in *A. aegypti* (Table 5). DETs upregulated in males are disproportionately associated with *Teleopsis dalmanni* growth, which is to be expected given the male-specific eye stalk elongation observed in this species. Genes flanking Dsx consensus sites in *A. aegypti* (Additional file 2) are also significantly associated with growth (Table 5), and as discussed above, DETs upregulated in females are associated with the cell cycle (Figure 2). It is likely that these genes are associated with overgrowth of female tissues in *A. aegypti* given that female pupae of this species are larger than males. In support of this notion, *cdk4*, a positive regulator of cellular growth in *D. melanogaster*[43],[44], is upregulated in the *A. aegypti* female pupal brain.

The results of this investigation indicate that *rab6*, which is upregulated in females, is a target of Dsx (Figure 11E). In *Drosophila*, Rab6 functions as a GTP-binding protein regulator of vesicular trafficking that has been implicated in the transport of rhodopsin [73]. It will be interesting to determine if Rab6 expression is dimorphic in the eye and in adult *A. aegypti*, in which it could potentially regulate Rhodopsin transport. The *A. aegypti* genome project uncovered 10 Rhodopsins [1]. Based on studies in *D. melanogaster*, one would expect that changes in Rab6 levels would differentially impact transport of the 10 Rhodopsin proteins [73]. If this is the case in *A. aegypti*, differential Rab6-mediated transport of the 10 Rhodopsin proteins might be of significant consequence to male and female vision. This question, as well as functional analysis of many other DETs in the developing visual system, will be explored in future investigations.

## 5 Conclusions

This investigation revealed sex-specific gene expression profiles in the developing *A. aegypti* pupal head (Figure 1, Additional file 1) and identified Dsx as a key regulator of sexually dimorphic gene expression during mosquito CNS development (Figure 11). Analysis of DETs suggests that dimorphic expression of genes linked to proteolysis, the proteasome, metabolism, catabolic and biosynthetic processes, cell growth and proliferation, as well as ion transport underlie differences in developing *A. aegypti* males vs. females (Tables 1, 2, 3, 4, Figures 2 and 3, Additional files 1 and 3). *In situ* hybridization experiments for a subset of DETs in the pupal brain validated the data set and revealed that the differential expression of a number of the transcripts localized to the optic lobe of the brain (Figures 4 and 11). These results, combined with analysis of *dsx* expression in the developing pupal brain (Figures 8, 9, 10) and the detection of numerous compound eye and eye development GO categories among genes associated with Dsx consensus binding sites (Table 5; Additional file 2), indicate that male and female compound eyes and higher order visual processing may differ in *A. aegypti.* Sex-specific differences in gene expression also localized to the antennal lobe and mushroom body of the 24 h pupal brain (Figures 6 and 7), in which expression of *dsx* was also found to be sexually dimorphic (Figures 9 and 10). These findings suggest that Dsx may contribute to underlying differences in the visual and olfactory systems, the processing of sensory information, as well as learning and memory in *A. aegypti* females and males*.*

As discussed by Wilkinson et al. [72], although sex-biased gene expression has been assessed in several insects, few studies have compared global patterns of gene expression in developing somatic tissue with the goal of understanding a trait that is sexually dimorphic in adults. Their discussion highlights the need for studies like their sex-specific analysis of stalk-eyed fly eye development and our analysis of the *A. aegypti* female vs. male pupal head transcriptome. In addition to performing more studies of this type, it will be critical to functionally assess the roles of the dimorphically expressed genes identified in order to understand if and how these genes contribute to the development of sexually dimorphic traits. This is of course a large task that can be particularly daunting with respect to non-model organisms. However, siRNA-mediated knockdown approaches such as the one employed in this investigation are making this challenging task much more feasible.

## Abbreviations

APF: after puparium formation

*ci*: *cubitus interruptus*

*cdk4/6*: *cyclin-dependent kinase 4/6*

DETs: differentially expressed transcripts

Dsx: Doublesex

DsxF: female-specific Dsx

Fru: Fruitless

GO: gene ontology

GAG: glycosaminoglycan

DsxM: male-specific Doublesex

IDT: Integrated DNA Technology

IGluR: ionotropic glutamate receptor

IR: ionotropic receptor

KD: knockdown

KEGG: Koyota Encyclopedia of Genes and Genomes

LVP-IB12: Liverpool-IB12

*obp10*: *odorant binding protein 10*

Synj: synaptojanin

Wg: Wingless

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MT, KM, PL, SE, DWS, and MDS conceived and designed the experiments. MT, LS, KM, PL, and SE performed the experiments. MT, PL, KM, DWS, and MDS analyzed the data. SE and DWS contributed reagents and analysis tools. MT, KM, SE, DWS, and MDS prepared the manuscript. All authors read and approved the final manuscript.

## Additional files

## Supplementary Material

Additional file 1: **Full list of significant DETs in the male vs. female 24 h pupal head.** Four unique replicates (male 1, 2, 3, 4 and female 1, 2, 3, 4) as well as two repeat replicates (male 5, which is a repeat hybridization of male 1; male 6, a repeat hybridization of male 4; female 5, a repeat hybridization of female 1; female 6, a repeat hybridization of female 2) were assessed. The raw intensity values for each male or female replicate or repeat replicate are indicated. The mean male intensity, mean female intensity, log2 (male/female) fold change, and fold change (male/female) values are indicated for each probe. Raw *p* values adjusted using the Bonferroni procedure for control of false discovery rate are indicated (Bonferroni *p* value) for significant (*p* < 0.05) DETs. File format: Excel spreadsheet (XLSX). Click here for file

Additional file 2: **List of Dsx consensus binding sites identified in the*A. aegypti*genome.** The locations of Dsx consensus binding sites, as well as the genes in which they are contained or flank are indicated. Genes corresponding to significant (*p* < 0.05) DETs in the 24 h female vs. male pupal head microarray data set are noted. File format: Excel spreadsheet (XLSX). Click here for file

Additional file 3: **Genes corresponding to KEGG pathways that are significantly over-represented among DETs significantly upregulated in females or males.** Gene numbers and descriptions for genes corresponding to each significant (*p* < 0.05) KEGG pathway are indicated. File format: Excel spreadsheet (XLSX). Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

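The data come from 1 microarray experiment on pools of 20 heads of male or female *A. aegypti* pupae at 24 h APF. Of the 12 arrays, 8 are first hybridizations of 4 replicates per sex and 4 are repeat hybridizations, male 5 and male 6 and female 5 and female 6. The other experiments of the paper, *in situ* hybridization, immunohistochemistry and the knockdown of *dsx*, are images and have no values in the deposited table.

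The authors hybridized labelled total RNA to a 1-colour NimbleGen array, extracted the intensities with NimbleScan, and applied a log2 transformation and quantile normalization in R. The deposited table holds the result, 11300 rows by 12 arrays, in log2 units. It was checked that the sorted values of the 12 arrays differ by at most 0.0005, that the values lie between 5.17 and 15.22, and that they equal those of the copy of Additional file 1 that could be read, which ends after 1999 transcripts (largest difference 5e-05). The methods do not state a background correction, how probes were summarised into rows, or why the table has fewer rows than the array has genes/ORFs. No background signal is in the table, so no detection limit could be set, and the precision is limited by the number of arrays. The reference annotation that was at hand names none of the AAEL identifiers, so positions of genes are not given, and the Dsx sites are those of Additional file 2.

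Differences between the sexes were estimated with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, male minus female, no other term, two-sided) on the 8 first hybridizations. The prior had 1.94 degrees of freedom. A transcript was counted as a DET at a Bonferroni adjusted p under 0.05 over the 11300 rows, the adjustment the methods name, and Benjamini-Hochberg adjusted p values are given beside it. A gene with several transcripts, of which there are 460, is represented by the transcript with the first suffix in alphabetical order. The fit was tested on simulated data with the means and the SDs of the real rows, in which 200 rows were changed by known amounts. Each amount was a whole number of log2 units up or down, and the noise was independent between rows. Of these, 151 (75.5%) were called after the Bonferroni adjustment, with 0 false calls, and 192 (96%) after the Benjamini-Hochberg adjustment, with 12 false calls. The mean error of the log2 fold change was -0.00944, and 0 of the calls had the wrong direction. The median differences of lists such as the proteasome, oxidative phosphorylation and the citrate cycle are smaller than any simulated amount. The shares called in the simulation therefore do not give the power for such differences.

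Further tables were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The genes studied by *in situ* hybridization were also tested with the exact two-sided permutation test of the difference of means. Genes near Dsx consensus sites were compared with all other genes in the table by the two-sided Fisher exact test, with a gene counted as called when at least 1 of its transcripts was a DET. The 5 common KEGG lists were tested with camera at a preset correlation of 0.01 between genes, with camera at an estimated correlation and with fry. No test of a list as a whole was made on Table 2, Table 4 and the KEGG lists for females and for males, since the study picked these genes for their difference on the same arrays. GO terms and pathway tests by DAVID and GenMAPP were not repeated, because the gene sets they use are not among the files.

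The genes named in the text follow a rule written before the deposited table was read. It names the genes the paper names (the 12 genes studied by *in situ* hybridization, *glutamate receptor 7* and *hedgehog*) with all their transcripts, the genes with the largest and the smallest difference in Table 2 and in Table 4, and the 2 transcripts with the largest log2 fold change in each direction among the DETs whose arrays do not overlap between the sexes. The values of the first 1999 transcripts of Additional file 1 had been seen by then. Where a gene outside this rule is named, this is said.

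The alternatives, 22 in all, mostly changed 1 choice at a time. The methods' t-test on 12 arrays changed both the test and the arrays, and the extract block both the arrays and the model. The intensity trend and the robust prior were set together. The repeat hybridizations were averaged with the replicate the methods name, or with the first hybridization they correlate with most, or all 12 arrays were used as samples, without or with the RNA extract that the methods name as a random block (duplicateCorrelation, correlation 0.272). As male 5 and female 6 did not match the replicates named for them, this block does not describe the extracts of these arrays, and the correlation is not that between true repeats. For the same reason, the average with the named replicate joins arrays that do not match. The methods' t-test with equal variances was applied to 8 and to 12 arrays. The Benjamini-Hochberg adjustment and unadjusted p values took the place of the Bonferroni adjustment. The limma prior was given an intensity trend and made robust, the replicate number was added as a block, and the arrays were normalized again by cyclic loess or recentred on the median of 82 transcripts of ribosomal genes. The 2825 rows in the lowest 25% by the mean of the brighter sex (under 10.51) were left out, the transcripts of a gene were averaged, and each of the 8 arrays was left out in turn. Brightness-matched lists, 10000 for each comparison, were drawn with a fixed seed from the rows up to 50 ranks above and below each row in mean log2 intensity.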

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

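The tests of genomic DNA, of bright rows and of the transcripts of AAEL009198 were chosen only after the result was seen. The tests of other groupings of the arrays and of dim rows were written down before their results.

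The deposited table holds 57 transposable element sequences that the paper does not discuss. They stood out because they are outside the genes the paper analyses and because 23 of them were higher in males and 5 higher in females with a Benjamini-Hochberg adjusted p under 0.05 by limma. After the Bonferroni adjustment 3 were called, all higher in males. In all, 43 of the 57 were higher in males, with a median log2 fold change of 0.38 and a range from -0.94 to 1.99, from median log2 intensities of 9.22 in males and 8.85 in females. The arrays of the sexes did not overlap for 27 of the 57 (47.4%), where chance gives 2.86% and all sequences in the table 53.5%. The share with a Benjamini-Hochberg adjusted p under 0.05 by limma was 49.1%, against 58.6% of all genes in the table, so these sequences did not differ between the sexes more often than the rest, and what sets them apart is the direction. Of the 35 splits of the 8 arrays into 4 and 4, only 1, the real one, called as many of these sequences. The other splits mix the sexes, so a difference between the sexes widens their residual spread and lowers their counts. A share of 1 in 35 is the smallest this comparison allows. It argues against chance in how the arrays were grouped for the called sequences, but does not exclude it. The sequences are dim, at a median brightness percentile of 8.05, and a shift of dim rows by the normalization was tested against 10000 lists of transcripts matched for brightness. The median of the element sequences lay at the percentile 99.99 of these lists, whose highest median was 0.38, which argues against a shift common to dim rows. What stays open is genomic DNA in the RNA of the male arrays, which could raise repeated sequences. The 46 Ty3/gypsy sequences had a median of 0.48, and the 11 other sequences a median of 0.084. This split between families was chosen after the values were seen, and copy numbers are not in the files, so genomic DNA and expression cannot be told apart for these sequences. Several sequences belong to 1 element or to related elements and are not independent. A difference in expression between the sexes is also open and was not tested.

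For 460 genes the table holds more than 1 transcript, a comparison the paper does not report. Each later transcript was compared with the first one of its gene, which gave 555 pairs. The male to female ratio of the transcripts differed in 94 pairs of 84 genes with a Benjamini-Hochberg adjusted p under 0.05 by limma, in 20 pairs after the Bonferroni adjustment and in 188 pairs at an unadjusted p under 0.05. These pairs stood out as a signal between transcripts that the paper does not analyse. Of the 35 splits of the arrays, only 1, the real one, gave as many pairs. The other splits mix the sexes, which widens their residual spread where the sexes differ and lowers their counts. As 1 in 35 is the smallest share this comparison allows, it argues against chance for the count of pairs but does not exclude it. A compression of differences in dim rows would make the dimmer transcript the one with the smaller difference in nearly all of these pairs, but this was so in 33 of 94 (35.1%), which argues against it as the source of the pattern. In the other 64.9% the brighter transcript had the smaller difference (exact two-sided binomial test, p = 0.00508), so a compression in bright rows may add to some pairs and is not excluded, and for these pairs it cannot be told apart from a difference between transcripts. Without male 2 the count was 56. Probes that also bind transcripts of other genes were not tested, since the probe sequences are not in the files.

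In 2 genes, both transcripts had a Benjamini-Hochberg adjusted p under 0.05 by limma and opposite directions. They were chosen after their values were seen. AAEL009198-RA was higher in males, with 10.78 ± 0.25 (SD, n = 4) in males and 9.05 ± 0.46 (SD, n = 4) in females, a log2 fold change of 1.73 (standard error 0.23, limma adjusted p = 0.783 by Bonferroni, not past the threshold, and 3.87e-04 by Benjamini-Hochberg). AAEL009198-RB was higher in females, with 9.39 ± 0.34 (SD, n = 4) and 10.90 ± 0.90 (SD, n = 4), a log2 fold change of -1.51 (standard error 0.42, limma adjusted p = 1.00 by Bonferroni and 0.0149 by Benjamini-Hochberg). A compression in dim rows makes a difference smaller and cannot turn it around. The gene AAEL009198 was chosen for its opposite directions, so the value of -1.51 restates that choice. It is not a test of compression, and no conclusion is drawn from it. AAEL002100-RA had a log2 fold change of -0.92 (standard error 0.06, limma adjusted p = 0.00526 by Bonferroni), and AAEL002100-RB of 0.41 (standard error 0.08, Benjamini-Hochberg limma adjusted p = 0.00259). Splicing that differs between the sexes and probes that bind other transcripts both stay open, and neither was tested.

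Among the genes named in the text, those with transcripts in opposite directions included, 52 groups of 4 arrays of 1 sex were searched for an array far from the other 3. There were 0 such arrays. With 4 arrays only an extreme array passes this value, so the result does not exclude outlying arrays. For AAEL008754-RA, female 2 had 10.63 against 9.16 in female 1, 8.78 in female 3 and 9.00 in female 4, and was not flagged.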

How the results depend on the processing

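The alternatives were set before the data were examined, except those for genes with a Dsx site outside them, for families of transposable elements and for pairs of transcripts of a gene, which were chosen after the data were seen. The values below are counts after the Bonferroni adjustment unless another adjustment is named, and the cause of a change was not tested unless one is given.

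The direction of every gene named by the rule was the same under each alternative in which it has a row; the genes with transcripts in opposite directions were not tested in this way. All 58 genes of Table 2, 14 of Table 4, 25 of the female and 53 of the male KEGG lists kept their direction under each alternative in which they have a row; without the dim rows 53 of the Table 2 genes have one. Where the arrays of the sexes do not overlap, leaving out 1 array cannot change the direction. Alternatives that change only the test or the adjustment cannot change it either. What moved were the counts past the threshold. For the main results, 372 values under alternatives stayed on their side of the threshold or within 1.5 times of the count, 117 counts moved by more, 7 values lost and 6 gained the threshold, and 10 reversed. For single genes and further counts, 422 stayed, 28 moved, 34 lost and 62 gained the threshold.

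More arrays gave more calls. With 12 arrays as samples there were 2980 DETs, 175 of them over 2 in males; 14 genes of Table 4, 23 and 50 of the female and male KEGG lists, 6 of the common lists, 12 of the *in situ* genes, 47 genes near Dsx sites, and 12 and 1 transposable element sequences higher in males and in females were called. With the extract as a random block these were 2575, 168, 14, 18, 46, 2, 12, 43, 10 and 1. With the methods' t-test on 12 arrays they were 2527, 162, 14, 25, 52, 0, 12, 44, 8 and 1. The extract block follows the names in the methods, which male 5 and female 6 did not match, so it does not model the extracts of these arrays. A repeat hybridization counted as a sample adds no new RNA, so these counts rest in part on arrays that are not independent. Averaging the repeats with the named replicate gave 11 and 17 genes of the female and male KEGG lists, 2 common genes, 20 genes near Dsx sites and 1 element sequence higher in females. This average joins male 5 and female 6 to replicates they did not match, so its replicates may not be independent. It gave 1297 DETs, against 911 with the repeats averaged by closest array.

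The adjustment acted in the same way, by its construction. Benjamini-Hochberg gave 6541 DETs, 181 over 2 in males, 14 genes of Table 4, 25 and 53 KEGG genes, 90 common genes, 12 *in situ* genes, 84 genes near Dsx sites and 23 and 5 element sequences. Unadjusted p gave 7069 DETs, 181 and 182 over 2 in males and females, 14, 25, 53, 108, 12, 91, 25 and 5.

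Other tests and filters lowered or raised single counts. The methods' t-test on 8 arrays gave 407 DETs, 50 and 74 over 2, 24 genes of Table 2, 5 of Table 4, 0 and 6 KEGG genes, 2 *in situ* genes and 2 genes near Dsx sites. The intensity trend with a robust prior gave 11 and 19 KEGG genes and 16 genes near Dsx sites. Without dim rows there were 10 female KEGG genes, 1 called element sequence, and 8 element sequences higher in males, since most of these sequences are among the rows left out. With cyclic loess 1 element sequence was called higher in females.

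The replicate number as a block gave 281 DETs, of which 267 were also called without it, 67 and 70 over 2, 24 genes of Table 2, 3 of Table 4, 1 and 2 KEGG genes, 1 *in situ* gene, 2 genes near Dsx sites and 0 element sequences higher in males. The methods describe 4 replicates, each with male and female heads, and do not state whether male and female replicates of the same number were collected or processed together. The deviations of the arrays from the mean of their sex were compared over the rows between males and females of the same number. The correlations were 0.60, 0.04, 0.03 and 0.39, so the numbers as given do not pair the arrays throughout. Male 5 and female 6 were closest to male 2 and female 3, not to the replicates named for them, so some numbers may be wrong. Both the block and these correlations rest on the numbers as given. A block also leaves fewer degrees of freedom.

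Leaving out 1 array at a time lowered the number of DETs to between 469 (without female 2) and 681 (without male 3), in part because fewer arrays give less power; it was 501 without female 1, 511 without male 2, 485 without male 4, 559 without female 3 and 566 without female 4. The DETs upregulated in males fell from 472 to between 221 (without male 4) and 320, and those upregulated in females from 412 to between 232 (without female 2) and 375. The larger number was that of females without male 1, male 2, male 3, male 4 or female 1 and with the methods' t-test on 8 arrays (193 in males and 214 in females), so which sex has more DETs is not established. Over 2 in males there were 64 (without female 1) to 103, with 67 without male 4, and of Table 4 there were 5 (without male 4 or female 3) to 8. The female KEGG genes ranged from 2 (without male 2 or female 2) to 4 and were 3 without male 1, male 4, female 1, female 3 or female 4. The male KEGG genes ranged from 4 (without male 2, male 4, female 1 or female 2) to 8, with 5 without male 1 or female 3 and 6 without female 4. Of the *in situ* genes 2 (without male 2, male 4 or female 2) to 4 were called, and of the genes near Dsx sites 5 (without male 2 or female 1) to 9, with 6 without male 4, female 2, female 3 or female 4. For pairs of transcripts of a gene, the Benjamini-Hochberg count was 56 (without male 2) to 84, 145 with the repeats averaged by label and 161 with 12 arrays as samples.

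The odds ratio for genes near Dsx sites, 0.850, was above 1 with the repeats averaged by label (1.21) or by closest array (1.10), with 12 arrays as samples (1.31), with the extract as a block (1.40), with the methods' t-test on 12 arrays (1.48), with the intensity trend (1.16), without dim rows (1.11) and for genes with sites outside them (1.21). Leaving out 1 array gave 0.733 to 1.01, with 1.01 without male 3. Of all these, the Fisher exact test was past 0.05 only with the methods' t-test on 12 arrays (p = 0.0359), so no direction is established. The odds ratio was 0.709 for sites inside the gene, 0.797 for transcripts higher in males and 0.922 for those higher in females; the 9 genes near sites identical to the consensus are too few to compare.

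Of the common lists, RNA degradation (median -0.13) lost the camera threshold with 12 arrays as samples (-0.1259), the extract as a block (-0.1257), the methods' t-test on 12 arrays (-0.1259), the intensity trend (-0.1272) and without dim rows (-0.1058), and without male 1 or female 3 in a range from -0.15 to -0.098. The basal transcription factors (median -0.10) gained it with the replicate block (-0.0965), cyclic loess (-0.103), recentring on ribosomal genes (-0.100), and without female 1, male 3 or male 4 in a range from -0.12 to -0.071. The ribosome median, -0.01, was 0.0032 with cyclic loess. The spliceosome list kept its direction and the camera threshold under each of these settings.

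Averaging the transcripts of a gene does not apply to the element sequences, and the Benjamini-Hochberg and unadjusted alternatives do not apply to the list tests, so these were not run. The table has no background signal, so the limit set by signal over background is not known.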

Differences from the paper's values

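The paper states 2527 DETs, and limma on the 8 first hybridizations gave 884. Of the alternatives set before the deposited table was read, 3 came within 1.5 times of the paper's count. They were 12 arrays as samples (2980), 12 arrays with the extract as a random block (2575) and the methods' t-test on 12 arrays (2527, the same count as the paper's). The other 19 did not. All 884 DETs were among those of the methods' t-test on 12 arrays, which also called every transcript in the part of Additional file 1 that could be read. Over these transcripts, the paper's Bonferroni p was the unadjusted p of the methods' t-test on 12 arrays times the number of rows in the table, as the median ratio shows.

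The paper's count of DETs with a log2 fold change over 2 in males is 189, and it was 102 here. The count was within 1.5 times of the paper's with 12 arrays as samples (175), the extract as a random block (168), the methods' t-test on 12 arrays (162), the Benjamini-Hochberg adjustment (181) and unadjusted p (181), and not under the other 17 alternatives. In females the paper's count is 201, and it was 121 here. It was within 1.5 times with the repeats averaged by label (137), 12 arrays as samples (179), the extract as a random block (170), the methods' t-test on 12 arrays (160), Benjamini-Hochberg (181), unadjusted p (182) and without male 3 (142), and not under the other 15. A setting chosen after seeing the values, the methods' t-test on 12 arrays without an adjustment, gave 188 in males and 208 in females. The transcripts behind the paper's 2 counts are not listed, so how many of them this setting drops could not be counted.

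The paper's count of genes near Dsx consensus sites among the DETs is 48, and 10 had a DET here. The 12 arrays as samples (47), the extract as a random block (43) and the methods' t-test on 12 arrays (44) were within 1.5 times of the paper's count, and the other 19 alternatives were not. Additional file 2 marks 43 genes as DETs, of which 42 have a row in the table, and the methods' t-test on 12 arrays called all 42.

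The paper's text gives 732 genes near consensus sites, and Additional file 2 names 211 genes. The file lists 732 sites, and the paper's discussion gives 732 as the number of sites. No alternative applies to this count.

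The legends of Table 2 and Table 4 describe the expression values as log2 fold changes. For the 58 genes of Table 2 with a row here, the paper's values run from 2.0 to 11.2 with a median of 3.55, and the log2 difference here ran from 0.96 to 3.40 with a median of 1.83, while the linear fold ran from 1.94 to 10.5 with a median of 3.55. Of the paper's values, 55 of 58 were within 0.1 of the linear fold over the 12 arrays of the transcript used here, 56 of 58 within 0.1 of that of any transcript of the gene, and 0 of 58 within 0.1 of the log2 of the first. For Table 4 the paper's values run from 2.0 to 10.6 with a median of 2.4, and the linear fold here ran from 2.00 to 10.0 with a median of 2.37, or a log2 difference from 1.00 to 3.33. All 14 of the paper's values were within 0.1 of the linear fold over the 12 arrays.

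Items that the paper lists as DETs and that limma with the Bonferroni adjustment did not call were 19 genes of Table 2, 5 of Table 4, 19 and 42 of the female and male KEGG lists and 8 of the 12 genes studied by *in situ* hybridization. With the Benjamini-Hochberg adjustment, and with unadjusted p, all of them were called. With the methods' t-test on 12 arrays, 58 genes of Table 2, 14 of Table 4, 25 and 52 of the KEGG lists and 12 of the *in situ* genes were called.

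The paper gives *p53* as upregulated in male heads on the arrays. Its log2 fold change here, male minus female, was -0.94, higher in females on all arrays, and no alternative changed the direction. The paper's own value in Additional file 1 is -0.948, and its discussion also speaks of upregulation in the female brain. The other 9 genes of Figure 4 had the direction that this figure gives for the whole-mount brain.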

Other observations

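The tests of the repeat hybridizations, of the position of single arrays between the sexes, and of the other groupings for the counts of DETs were chosen only after the result was seen. The tests of brightness at Dsx sites and of the groupings for the spliceosome list were written before theirs.

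Of the 35 splits of the 8 first hybridizations into 4 and 4, only 1, the real one, called as many transcripts as the 884 DETs, and only 1, the real one, called as many with a log2 fold change over 2. The other 34 splits called 0 transcripts by limma with the Bonferroni adjustment. These splits mix the sexes, so a difference between the sexes widens their residual spread and lowers their counts. A share of 1 in 35 is also the smallest this comparison allows. It argues against chance as the source of the counts of DETs, but does not exclude it. For the spliceosome list, 11 of the 35 splits gave a camera p as small as that of the sexes, so chance cannot be excluded for the lower median in males.

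*dsx* (AAEL009114-RA) was higher in female heads on the arrays, with 8.64 ± 0.33 (SD, n = 4) in males and 10.07 ± 0.20 (SD, n = 4) in females, a log2 fold change of -1.43 (standard error 0.17, limma adjusted p = 0.414 by Bonferroni and 2.44e-04 by Benjamini-Hochberg; exact permutation test, p = 0.0286). The table has 1 row for the gene and does not say which splice form its probes bind. The row is dim, at a brightness percentile of 11.6, and is among those left out in the alternative without dim rows. The paper reports expression of *dsx* in both sexes by *in situ* hybridization, with differences by region. It finds *dsx* in the mushroom body of females but not of males, and only in the ventral-most cells of the male antennal lobe.

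The repeat hybridizations male 5 and female 6 were closer to male 2 and female 3 than to the replicates named for them, male 1 and female 2. Variation between hybridizations of 1 extract is argued against, since the other repeats differed from their named replicates with SDs of at most 0.0984, and male 5 and female 6 with SDs of 0.398 and 0.275. The values are consistent with an exchanged label, tube or extract, since both lay as close to 1 other replicate of their sex, at SDs of at most 0.0852, as true repeats do. Which of the arrays carries the wrong number cannot be told apart. The deviations of male 1 and female 1 from the means of their sex had a correlation of 0.60 over the rows, which would speak for the number of male 1 only if arrays of the same number were handled together, which the methods leave open. No biological explanation was tested. The 8 first hybridizations are 4 of each sex under either reading, so the comparison of the sexes on them does not depend on it.

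On the axis of the difference between the sexes, male 3 lay toward the females among the males (slope -0.101, from -0.151 to -0.0228 against the other males) and female 4 toward the males among the females (slope -0.119, from -0.175 to -0.0747). The first look was at transcripts more than 4 log2 units higher in the other sex. Male 3 was above all other males in 64% of 25 such transcripts, and female 4 above all other females in 68.8% of 48. As a small admixture need not raise all of them, a second test was chosen after this result. 1 whole female head among the 20 heads pooled would hold each of these transcripts at 5% of the female level or more in male 3, and 7 of the 25 were below it, the lowest at 0.915%, which argues against a whole head. In female 4, 5 of 48 were below 5% of the male level, the lowest at 1.62%, but male heads are smaller and could give less RNA than their share, so 1 whole male head cannot be told apart from a difference between replicates. A smaller admixture, and a small difference in age or in the time of dissection, stay open for both arrays and were not tested.

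Genes near Dsx consensus sites were called about as often as other genes. A candidate explanation for any difference is the brightness of their rows. Of 10000 lists of genes matched for brightness, 37.19% held as many or fewer called genes than the genes near sites, so the count lies within what brightness alone would give. The comparison covers the transcripts of whole heads at 24 h APF, and no test was made of the knockdown of *dsx*, for which there are no array values.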
